# Breast cancer dormancy is associated with a 4NG1 state and not senescence

**DOI:** 10.1038/s41523-021-00347-0

**Published:** 2021-10-27

**Authors:** Chloé Prunier, Ania Alay, Michiel van Dijk, Kelly L. Ammerlaan, Sharon van Gelderen, Dieuwke L. Marvin, Amina Teunisse, Roderick C. Slieker, Karoly Szuhai, A. G. Jochemsen, Xavier Solé, Peter ten Dijke, Laila Ritsma

**Keywords:** Metastasis, Senescence

## Abstract

Reactivation of dormant cancer cells can lead to cancer relapse, metastasis, and patient death. Dormancy is a nonproliferative state and is linked to late relapse and death. No targeted therapy is currently available to eliminate dormant cells, highlighting the need for a deeper understanding and reliable models. Here, we thoroughly characterize the dormant D2.OR and ZR-75-1, and proliferative D2A1 breast cancer cell line models in vivo and/or in vitro, and assess if there is overlap between a dormant and a senescent phenotype. We show that D2.OR but not D2A1 cells become dormant in the liver of an immunocompetent model. In vitro, we show that D2.OR and ZR-75-1 cells in response to a 3D environment or serum-free conditions are growth-arrested in G1, of which a subpopulation resides in a 4NG1 state. The dormancy state is reversible and not associated with a senescence phenotype. This will aid future research on breast cancer dormancy.

## Introduction

Breast cancer (BC) is the second most-deadliest cancer in women worldwide^1^. Most BC patients do not succumb to the primary tumor, but rather die from overt metastases that arise later during disease progression. Follow-up analysis showed that 62% of BC patients die 5–20 years after initial treatment due to late relapse (recurrence or metastasis). Late relapse has been linked to a nonproliferative cell state called dormancy^2^. Dormant cells can remain undetected in the tissue for years or decades, until their escape results in proliferation and the formation of recurrent disease or metastasis. In addition, dormancy is at the basis of a drug-tolerance state in certain models, allowing cells to evade apoptosis and survive anticancer therapy^3–5^. As such, dormancy is a major clinical issue as reactivation of dormant cancer cells can lead to cancer relapse and eventually patient death^6,7^.

Several signaling pathways have been described to promote dormancy, such as the transforming growth-factor beta (TGF-β) family^8^, the urokinase receptor uPAR and downstream targets p38α/β and ERK1/2 MAP kinases, the cyclin-dependent kinase inhibitors (CDKN) 1 A (p21) and 1B (p27), integrins^9^, and others reviewed here^8,10,11^. Most of these pathways regulate proteins involved in the cell cycle, and ultimately result in a G0/G1 cell cycle arrest. As a consequence, dormant cells are resistant to chemotherapies that target proliferating cells^4,5^. Moreover, no targeted therapy is currently available in the clinic to eliminate dormant cells, nor are reliable prognostic markers that can predict late relapse. This highlights the need for an even deeper understanding of the signaling pathways that govern the dormancy process.

Senescence, a physiological response to replicative or oncogenic stress in normal cells, shares characteristics with dormancy. Similar to dormancy, senescent cells exit the cell cycle and do not proliferate^12^. Senescence was considered irreversible for decades, but in the last 10 years, reversible senescence named “pseudo-senescence” or “senescence-like” has been observed and documented^13,14^. The mechanisms underlying senescence are quite well defined and a variety of markers have been identified. Senescent cells are often characterized by DNA damage, expression of senescence-activated beta-galactosidase (SA-βGal), loss of Lamin B1, and secretion of a senescence-associated secretory profile (SASP). The program can be induced upon activation of tumor suppressor p53 or upregulation of cyclin-dependent kinase inhibitor CDKN2A (p16)^12^. Interestingly, some dormant cells were shown to have senescence phenotypes like SASP and SA-βGal^3,15^.

To gain insight into signaling pathways that regulate dormancy and to better understand a possible role for a senescence program in dormancy, proper dormancy models are required. The most commonly used model being the D2.OR murine mammary cancer cell line, which is then frequently compared side-by-side to the related D2A1 (D2)-proliferative tumor cell line^9^. Both cell lines were derived from different D2 hyperplastic alveolar nodule mammary tumors^16–18^. In vivo, D2.OR cells disseminate, but remain dormant, whereas D2A1 cells form metastases^17,19,20^. This can be modeled by the Matrigel on Top assay (MoT), in which cells are placed on a thin 3D layer of growth-factor-reduced Matrigel. In this model, the D2.OR cells remain dormant, whereas the D2A1 cells do not remain dormant but proliferate^21^. As the field of dormancy is expanding^22^ and this model is increasingly used in the literature^9,23–26^, we felt the need to thoroughly characterize this D2.OR model, and assess if there is overlap with a senescence phenotype.

## Results

### Unbiased transcriptomic comparison of D2 murine mammary cancer cells

D2.OR and D2A1 cells are often used to study tumor progression, as they are related tumor-cell lines that differ in their ability to form metastases^27^. As the cells are derived from the same tumor type, but were derived from separately formed tumors in different mice, we wondered how related the cell lines were. We used RNA-seq to assess the differences and commonalities between these cells at the transcriptomic level and identified 1619 differentially expressed genes, of which 522 were downregulated and 1097 were upregulated (Fig. 1a). 

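For this comparison, RNA was sequenced from 3 replicate cultures of D2A1 and 3 of D2.OR, grown for 7 days in 2D. The replicate number also marks the batch, and each batch was run in a sequencing lane of its own. The authors trimmed the reads, aligned them to the mouse genome GRCm38, and counted them on the genes of the GENCODE annotation with RSEM, a program that shares a read fitting several genes among them. They deposited an expected count and a TPM, a value scaled for gene length and library size, for each of 52550 genes in each library. The expected counts are not normalized and were rounded to whole numbers here. They summed to between 47589611 and 58932784 per D2A1 library (median 54411264) and to between 54374019 and 73325069 per D2.OR library (median 55162596). The 6 libraries were fitted together with the 6 libraries from 3D culture, in one edgeR quasi-likelihood model with a term for each group and for the batch, after TMM normalization. The filter on low counts left 16823 genes. With a selection as in the legend of Fig. 1a (fold change above 1.5 and the same direction in all 3 batches), applied here with a Bonferroni-adjusted p under 0.05, 892 genes differed. Of these, 578 were higher in D2.OR and 314 were lower. The legend prints the Bonferroni limit as above 0.05, so the rule that the authors applied may differ from this one. With Benjamini-Hochberg adjustment in the same edgeR fit and no rule on fold change or batch, 8378 genes differed, 4275 higher and 4103 lower. The number of genes selected depended most on the batches, since it was 103 without batch 2, 121 without batch 3 and 877 without batch 1. With 1 library left out, it was 420 without D2A1 2D replicate 2, 518 without D2A1 2D replicate 3, 428 without D2.OR 2D replicate 2 and 453 without D2.OR 2D replicate 3. The likelihood-ratio test of DESeq2 selected 3485 genes by the same rule, and these included all 892.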

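The authors ranked genes by the negative log10 of the p-value, with the sign of the coefficient, before testing gene sets. The same ranking was made here from the edgeR p-values of the 2D comparison and tested with fgsea, a preranked enrichment test. The sets came from the mouse Reactome pathways supplied with that program. Of 7111 Entrez identifiers in these pathways, 6851 matched a gene of the files, and 415 sets held at least 30 tested genes. Benjamini-Hochberg adjusted p-values were under 0.05 for 131 sets, with a positive normalized enrichment score (NES, higher in D2.OR) for 87 and a negative score for 44. Ranking the genes by log2-fold change moved this number most, to 3 sets. With fry, a rotation test that keeps the correlation between genes, 197 sets passed, 98 of them among the 131, and with camera at a preset correlation of 0.01 the number was 30.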

We performed gene-set enrichment analyses (GSEA) on the gene expression differences between the D2.OR and the D2A1 cell line in 2D culture conditions. Significantly differentially enriched gene sets (FDR < 0.05) were grouped according to their degree of gene overlap (Supplementary Fig. 1). 

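In the Reactome sets, the receptor and signaling categories scored higher in D2.OR. GPCR ligand binding had an NES of 2.08 (fgsea, adjusted p = 1.65e-06) and the Class A/1 rhodopsin-like receptors 2.02 (fgsea, adjusted p = 1.29e-05). The set of PLC beta mediated events had an NES of 1.09 and did not pass (fgsea, adjusted p = 0.46, from 0.0107 with fry to 1 over 12 alternatives, passing only with fry). For adhesion, extracellular matrix organization had an NES of 2.09 (fgsea, adjusted p = 4.4e-08), semaphorin interactions 2.11, integrin cell surface interactions 1.92 and cell-cell junction organization 1.84. With DESeq2 p-values in the ranking, the matrix, integrin and junction sets no longer passed (fgsea, adjusted p of 0.231, 0.379 and 0.268, the highest over their alternatives). The semaphorin set did not pass with genes ranked by log2-fold change (fgsea, adjusted p = 0.166, its highest). The matrix and integrin sets each passed in 10 of 12 alternatives, the junction set in 8 of 10 and the semaphorin set in 11 of 12. For inflammation, signaling by interleukins had an NES of 1.40 (fgsea, adjusted p = 0.0978, from 0.00067 to 0.613 over 12 alternatives). It passed with fry and without batch 1 (fgsea, adjusted p = 0.0258). The chemokine receptor set held 27 tested genes, fewer than the minimum of 30. With a minimum of 15 genes it had an NES of 1.59 (fgsea, adjusted p = 0.0567). The sets with the smallest p-values on the negative side were organelle biogenesis and maintenance (NES -2.09, fgsea, adjusted p = 1.98e-09) and mitochondrial translation initiation (NES -2.43, fgsea, adjusted p = 2.39e-08).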

All significantly enriched gene-set categories (e.g., related to phospholipase-C (PLC) activity, cell migration and adhesion, inflammatory response, and embryonic development) were upregulated in the D2.OR cells (i.e., positive Normalized Enrichment Score). 

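In addition, 5 gene lists fixed beforehand were tested on the 2D ranking. The list of cell migration and adhesion genes (58 genes tested) had an NES of 2.39 (fgsea, adjusted p = 4.44e-09). Its mean log2 CPM was 4.59 ± 0.12 (SD, n = 3) in D2.OR and 2.48 ± 0.19 in D2A1, and the difference was 1.75, 2.23 and 2.35 in batches 1, 2 and 3. Of these 58 genes, 45 had an edgeR adjusted p under 0.05 over all genes tested and 48 when adjusted over the list alone. Sema3e was at least 416-fold higher in D2.OR, with 27.0 ± 2.33 CPM. Cdh1 was also higher in D2.OR, but its level differed between batches, with 496 CPM in replicate 1 and 59.5 and 61.3 CPM in replicates 2 and 3. The list of keratins and cornified envelope genes had an NES of 2.36 (fgsea, adjusted p = 1.35e-07). In that list, Krt8 had 888 ± 162 CPM in D2.OR and 1.21 ± 0.622 CPM in D2A1. The list of chemokines and cytokines had an NES of 1.65 (fgsea, adjusted p = 0.0103, and up to 0.278 over 11 alternatives, with DESeq2 p-values in the ranking). Its members went in both directions, as Il33 rose (log2-fold change 6.41, standard error 0.46, edgeR adjusted p = 8.84e-06) whereas Cxcl12 was at least 74.1-fold lower in D2.OR. The dormancy and senescence lists had NES of 1.29 and 1.73 (fgsea, adjusted p of 0.121 and 0.00222). The dormancy list passed in 1 of 11 alternatives, with fry (adjusted p = 0.0163). The senescence list passed in 10 of 11, and not with genes ranked by log2-fold change (fgsea, adjusted p = 0.0672). In the paper's own 2D test, neither published signature passed. The NES was 1.40 for senescence (GSEA, FDR 0.16) and 1.41 for dormancy (GSEA, FDR 0.154). From the enriched categories, the paper reasons to the cellular functions in which the cell lines differ.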

Combined, these results suggest that the D2.OR cell line when compared with D2A1 cell line shows upregulation of specific pathways and cellular functions that are mostly related to cell signaling, migration, and development, as well as inflammatory-response processes. A complete list of gene sets tested and their results is available in Supplementary data 1.

**Fig. 1:**
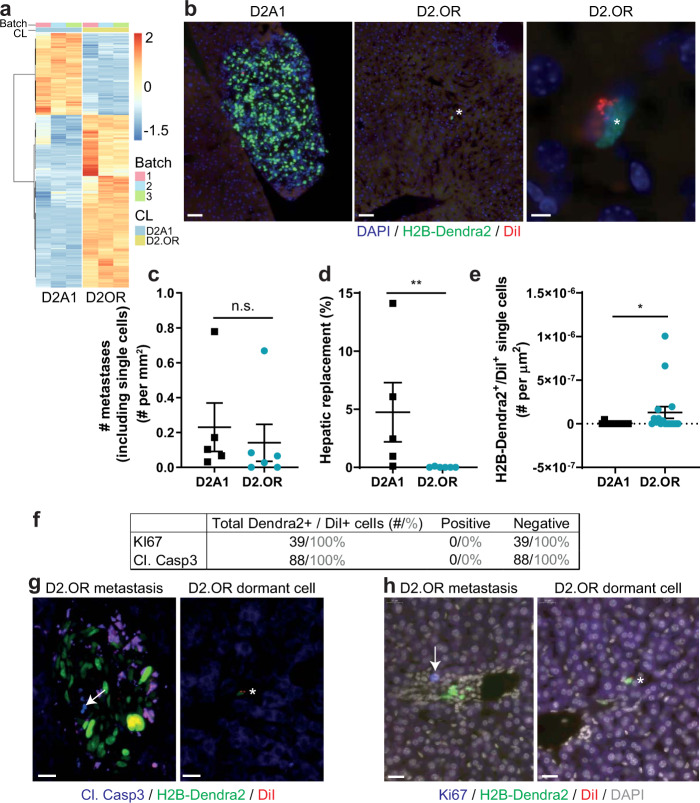
Dormancy of the D2.OR cells in liver parenchyma of syngeneic mice. **a** Heatmap of differentially expressed genes between D2.OR and D2A1 cells cultured in 2D. A total of 1619 genes were selected, based on FC > 1.5, no batch inconsistencies, and a Bonferroni correction for multiple testing >0.05. CL = cell line. Batch = replicate. **b** Microscopy images of D2A1 or D2.OR cell (clusters) in the liver of mice two weeks after intramesenteric vein (i.mes) injection. Scale bar, 50 μm (left and middle) or 5 μm (right). Analysis of **c** metastasis number (including single cells), **d** hepatic replacement by tumor cells, or **e** dormant cells in liver sections of mice sacrificed two weeks after i.mes injection. *n* ≥ 5 mice, three sections per mouse. **f** Quantification (black: number of cells, gray: percentage) of immunostaining on dormant cells in sections with D2.OR cells. **g, h** Representative images of D2.OR metastases and dormant cells (indicated by asterisk) stained for cleaved caspase-3 (**g**) or KI67 (**h**). Staining is indicated in blue (arrow). Scale bars, 20 μm. *N* = 6 mice, three sections per mouse. Indicated *P* values were calculated using Mann–Whitney tests. Error bars, s.e.m.

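Among the genes selected by this rule with a CPM (counts scaled to library size) of at least 10 in a 2D group, the 5 with the largest fitted rise in D2.OR were Lmo1, Klrb1b, Esm1, Abcb1b and F2rl1. All 5 had 3 counts or fewer in every D2A1 library in 2D, so their fold changes are lower bounds. Lmo1 (ENSMUSG00000036111.8, chromosome 7, 109138572 to 109175207, GRCm38) had 21.0 ± 4.44 CPM (SD, n = 3) in D2.OR, at least 267-fold higher than in D2A1. F2rl1 (chromosome 13, 95511732 to 95525227) had 141 ± 30.1 CPM in D2.OR, at least 1770-fold higher. For Klrb1b, Esm1 and Abcb1b, expression in D2.OR was at least 244-fold, 234-fold and 1090-fold higher. In the other direction, the largest fitted falls were those of Khdrbs3, Morc1, Tbx3, Zc3h12c and Cln8. Khdrbs3 (ENSMUSG00000022332.7, chromosome 15, 68928420 to 69093512) had 18.0 ± 3.08 CPM in D2A1 and was at least 251-fold lower in D2.OR. The bounds were at least 211-fold lower for Morc1, 205-fold lower for Tbx3 and 384-fold lower for Zc3h12c. Cln8, at 45.3 ± 8.64 CPM in D2A1 and 0.026 ± 0.029 CPM in D2.OR, had a log2-fold change of -10.48 (standard error 0.46, Bonferroni selection in edgeR), which ranged from -12.04 to -4.66 over 17 other settings of the analysis. These genes had the same direction in all 3 batches.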

### D2.OR murine mammary cancer cells are growth-arrested in the liver

The metastatic (or dormant) capacity of the D2 cells has been assessed using spontaneous and experimental liver and lung-metastasis models^19,23,28^. However, liver metastases were not characterized in an immune-competent model. Thus, we assessed if the D2.OR cells underwent dormancy in fully immune-competent BALB/c mice using an experimental liver metastasis assay. Fluorescently labeled D2 cells were injected into the mesenteric vein and the number and amount of liver metastases (based on fluorescent H2B-Dendra2 signal) was assessed by scoring of fixed–frozen liver sections collected 14 days after implantation (Fig. 1b). Although the same amount of lesions was identified in D2.OR-and D2A1-injected mice (Fig. 1c), the size of the D2.OR lesions was significantly lower compared with the D2A1 lesions, suggesting a growth arrest of D2.OR in vivo (Fig. 1d). We performed label retention using a fluorescent dye to assess dormancy^29^. The injected cells were labeled with a red dye (DiI), which dilutes more or less equally among the two daughter cells upon cell division (Supplementary Fig. 2a). When cell division is reduced by lowering serum levels, DiI is retained (Supplementary Fig. 2b). Thus, single H2B-Dendra2^+^ cells that retained the dye (DiI^+^) did not divide and were considered dormant. Importantly, DiI does not affect cell proliferation in vitro (Supplementary Fig. 2c). We observed very few H2B-Dendra2^+^/DiI^+^ cells in the D2A1 model, and significantly more in the D2.OR model (Fig. 1e). Dormancy of these single D2.OR cells was further validated by the absence of proliferation marker Ki67 and cleaved-caspase3 (CC3) immunostaining, indicating that single H2B-Dendra2^+^/DiI^+^ D2.OR cells are in cell cycle arrest and not apoptotic (Fig. 1f–h). We then studied the in vivo behavior by intravital microscopy. Two weeks after injection, we identified dividing and apoptotic D2A1 cells in large metastases (Supplementary Figs. 3a, b), and label-retaining dormant D2.OR cells (Supplementary Fig. 3c). In three-hour movies, we detected limited D2A1 cell migration (0–3 cells per field of view (~150 cells) moved more than one cell nucleus (six fields of view in two mice)), and no D2.OR cell migration (five cells in two mice, none of which migrated) (Supplementary Figs. 3a and b).

Taken together, the D2A1 cells proliferate and form metastases in the liver of fully competent BALB/c mice, whereas the D2.OR cells do not proliferate and remain in the liver mostly as single dormant cells.

### Dormant D2.OR is in G0/G1 cell cycle arrest

Dormancy is a complex and dynamic process that is more easily studied in vitro. Barkan *et al*. showed that when the D2 cells were cultured in a 3-dimensional assay with low serum and low cell numbers, the D2.OR cells remained dormant, whereas the D2A1 cells proliferated^27^. Several slightly adapted 3-dimensional culture assays have since been used to study the D2 cells in vitro, which all recapitulated the in vivo findings^21,23^. Here, we made use of the (growth-factor-reduced) Matrigel on Top assay (MoT)^21^. Consistent with previous reports, we could show that both the D2.OR and the D2A1 cells proliferate equally in 2D, whereas the D2.OR cells hardly expanded, but the D2A1 cells did expand, in the 3D MoT assay (Fig. 2a and Supplementary Fig. 4a). To assess if the lack in growth expansion in the D2.OR cell in 3D was caused by a growth arrest, or because of a balance between proliferation and death, we determined the percentage of mKi67+ cells and the amount of cleaved caspase-3 (CC3) in the cells in 2D and 3D. CC3 staining was not increased in the D2.OR or D2A1 cells when comparing 3D to 2D (Supplementary Fig. 4b). None of the D2.OR cells in 3D were positive for KI67, in contrast to the cells in 2D and to the D2A1 cells in either growth condition (Supplementary Fig. 4c). These data suggested that a cell cycle arrest was underlying the growth reduction in the D2.OR cells in 3D. To corroborate the D2.OR cell cycle arrest, we loaded dormant D2.OR cells with a DiI and studied its retention or dilution over multiple days. Indeed, DiI was retained in dormant D2.OR compared with the D2A1 cells in 3D, as determined by FACS and live-cell microscopy (Fig. 2b and supplementary Fig. 4d and e).

**Fig. 2:**
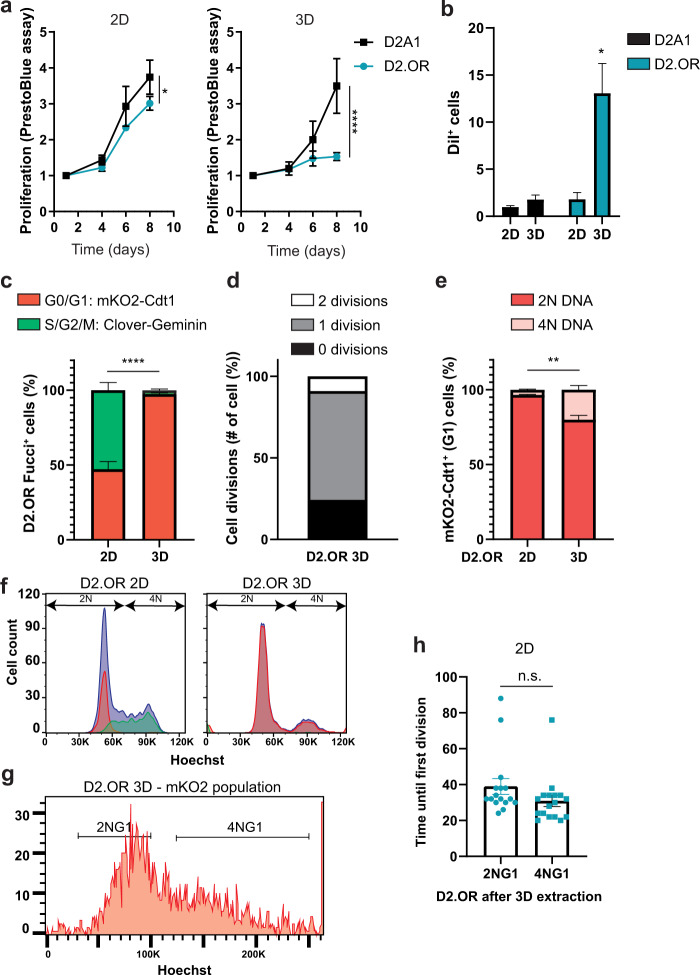
Characterization of D2.OR G1 cell cycle arrest in 3D culture. **a** Proliferation analysis of D2A1 and D2.OR cells in 2D or 3D culture conditions using PrestoBlue cell viability assay. *N* = 3 replicates in duplo/triplo. 2D graph: interaction effect, *F* (3,42) = 3.685, P = *. 3D graph: interaction effect, *F* (3,42) = 10.57, *P* = ****. **b** Quantification of the percentage of DiI^+^ cells after eight days of culture by FACS. *N* = 3 repeats. Interaction effect, *F*(1,6) = 6.278, *P* = *; post hoc test, D2OR 3D vs all others, *P* = *. **c** Quantification of the percentage of Fucci^+^ cells (either Clover^+^ or mKO2^+^) after three days of culture by FACS. *N* = 3 repeats. **d** Quantification of the number of cell divisions until cells remained in G1 (mKO2 + ) after plating in Matrigel. Cells were imaged every 3 h. *N* = 5 positions, 13 cells. **e** Quantification of FACS analysis showing the percentage of mKO2^+^ D2.OR Fucci+ cells containing 2 N or 4 N DNA (measured by Hoechst) in 2D or 3D after three days of culture, *N* = 3. **f** FACS plot of experiment quantified in **c** and **e**. Blue: Hoechst, Green: Clover–Geminin, Red: mKO2–Cdt1. **g** FACS plot of D2.OR-FUCCI4 cells incubated with Hoechst and extracted from 3D and sorted according to strategy as displayed in supplementary Fig. 6c. The mKO2+ cells are shown in a histogram with Hoechst (DNA) on the X axis to show the cell cycle profile. Representative image from *N* = 3. **h** Quantification of the time until the first division of sorted D2.OR cells extracted from 3D Matrigel. The population is based on gates shown in **g**. Quantification of a representative experiment of *N* = 3. *P* values were calculated using a repeated measures 2-way ANOVA or *t*-test. Error bars, s.e.m.

Dormancy is often defined by a G0/G1 arrest. We made use of the FUCCI cell cycle fluorescent reporter to determine the dormant D2.OR cell cycle status^30^. We engineered D2.OR to stably express fluorescently labeled cell cycle regulators chromatin licensing and DNA-replication factor 1 (Cdt1)_30-120_ and Geminin_1-110_. mKO2- Cdt1_30-120_ is expressed in G1 (red color), both Cdt1–mKO2 and Clover–Geminin_1-110_ are expressed in S (yellow color), and Clover–Geminin_1-110_ is expressed in G2/M phase (green color). After validating the FUCCI reporter system (Supplementary Fig. 5a), we assessed the cell cycle status of D2.OR_Fucci cells in vitro by fluorescence-activated cell sorting (FACS) and microscopy. During 2D proliferation, between 35 and 45% D2.OR cells were in G0/G1, whereas in the MoT, >99% cells were arrested in G0/G1 (Fig. 2c and supplementary Fig. 5b–e). To assess when and if cells divide after plating in MoT, we performed live-cell imaging over 69 h. Interestingly, we observed that immediately after plating, D2.OR cells demonstrated a migratory and stretched phenotype (Supplementary Fig. 5f). When cells made new contacts, they clustered together and thereafter remained in this cluster (Supplementary Fig. 5f and Movie 1). At the end of the observation period, cells showed a rounded phenotype (Supplementary Fig. 5f and Movie 1). We furthermore observed that most cells underwent 1-cell division, although some underwent no or 2-cell divisions (Fig. 2d). The median time it took before all cells in a cluster were in G0/G1 was 24 h, and by day 3, all cells were in G0/G1 (Supplementary Fig. 5g). Altogether, these results confirmed the G0/G1 cell cycle arrest of the D2.OR cells in 3D, and suggest that cells undergo a maximum of two cell cycles after plating in Matrigel.

### Dormant D2.OR can be 4NG1

G1 cells are normally diploid (2 N), however, it has been observed that some G1-arrested cells are tetraploid (4NG1). This G1 arrest is important to prevent tetraploid cells becoming aneuploid^31,32^. We thus wondered what the ploidy of dormant D2.OR cells was. We first performed karyotyping, and concluded that both cell lines are polyploid (Supplementary Fig. 6a). But where D2.OR cells are mostly triploid, D2A1 cells are mostly hypotetraploid. Next, we performed a Hoechst FACS cell cycle analysis on the D2A1 and D2.OR-Fucci cells. For simplicity, we refer to cells that have not replicated their chromosomes yet in S phase to 2 N, despite them being polypoid (Supplementary Fig. 6a) and thus having three or sometimes four copies of the same chromosome. As expected, in 2D, the G1 cell cycle status matches the 2 N state, and the G2 cell cycle status matches the 4 N state (Fig. 2e and f and Supplementary Fig. 6b). Interestingly, in D2.OR cells in 3D, a significant population (~20%) of mKO2 + G1 cells is 4 N (Fig. 2e and f and Supplementary Fig. 6b). Thus, some arrested D2.OR cells reside in 4NG1.

To assess if these D2.OR 4NG1 cells are contributing to the dormant phenotype, i.e., are also able to reenter the cell cycle, we extracted D2.OR-Fucci cells from the Matrigel, FACS-sorted the 4NG1 and 2NG1 cell population (Fig. 2g and Supplementary Fig. 6c), plated them on plastic, and imaged them for five days. For both populations, the time it takes until the first division was around 37 h (Fig. 2h). This suggests that some arrested cells reside in 4NG1, and this population can reenter the cell cycle, defining them as dormant.

### Validation of 4NG1 phenotype in a second-dormancy breast cancer model

To assess the generalizability of this 4NG1 phenotype to other dormant BC models, we made use of a recently published dormancy model using the ZR-75-1 cells^33^. After culturing these cells for at least seven days without serum, the cell population is greatly reduced compared with cells cultured with serum (Supplementary Fig. 7a). Importantly, most serum-starved cells have lost proliferation marker mKI67 (Supplementary Fig. 7b), suggesting a cell cycle arrest. Refeeding the serum-starved cells with FBS results in reversibility of the dormant phenotype (Supplementary Fig. 7c). Under serum conditions, a relatively high proportion (~82%) of the ZR-75-1 cells resides in G1 (Supplementary Fig. 7d). As expected, this increases to ~95% under starving conditions. Interestingly, under normal conditions, the 4N peak consists of mKO2 + (G1), Clover + (G2-M), and double-positive (S) cells (Supplementary Fig. 7e, g). Similarly, of the mKO2 + G1 population, about 21% resides in 4N, making them 4NG1 (Supplementary Fig. 7f–g). Under starving conditions, the 4N peak becomes more mKO2 + (G1) (Supplementary Fig. 7e, g), and the 4NG1 population also increases to ~26% (Supplementary Fig. 7f, g). Thus, ZR-75-1 cells become arrested upon serum starvation, which results in an increased 4NG1 population.

### Migration phenotype alters in Matrigel environment

As migration of the D2.OR cells in the liver is low, whereas D2A1 cells show some migration, we wondered if also these phenotypes recapitulate in vitro. Unexpectedly, D2.OR showed much greater wound healing and speed compared with D2A1 in 2D. In contrast, in a 3D-invasion assay, the D2A1 cells showed greater invasion capacity compared with the D2.OR cells (Supplementary Fig. 8a–e). This suggests that in 3D, but not in 2D, the migration phenotype recapitulates the in vivo migration phenotype.

### Dormant D2.OR genotype does not correlate with senescence signature

Dormancy and senescence are both characterized by cell cycle exit, and dormant-like senescence programs have been postulated^3,15^. As such, we wondered if the D2.OR cells in the MoT model should be considered dormant or senescent. To assess this in an unbiased manner, we performed RNA-seq on the D2.OR and D2A1 cells in 2D and 3D (Fig. 3a) after seven days of culture. 

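The 3D libraries came from the Matrigel-on-top assay, in which single cells are plated on a thin layer of growth-factor-reduced Matrigel, and RNA was extracted from pooled wells after the Matrigel was dissolved. The 3 D2A1 libraries in 3D held between 62054222 and 66087229 expected counts (median 65229122) and the 3 D2.OR libraries between 61440030 and 65032571 (median 64429644). As in 2D, replicates 1, 2 and 3 were batches 1, 2 and 3. On the first principal component of log2 CPM, which held 70.3% of the variance, the cell lines separated. On the second, with 10.2%, the batch 1 library had the highest score in each of the 4 groups. In the edgeR model over the 12 libraries, 273 genes changed between 3D and 2D in D2.OR (141 higher and 132 lower in 3D, Benjamini-Hochberg adjusted p under 0.05) and 586 changed in D2A1 (230 higher and 356 lower). Of these genes, 39 were called in both cell lines, 33 of them in the same direction. The number of calls changed with each batch. Without batch 1, 1412 genes changed in D2.OR and 6120 in D2A1, and without batch 2 none did (1221 and 1537 genes at an unadjusted p under 0.05). Without batch 3, 1 changed in D2.OR and none in D2A1 (1530 at an unadjusted p under 0.05). In D2.OR, leaving out 1 library of batch 2 or 3 gave 5 and 8 genes (2D replicates 2 and 3) or 2 and 31 genes (3D replicates 2 and 3). In D2A1, 5237 genes changed without 2D replicate 1, 2208 without 3D replicate 1 and 21 without 2D replicate 3, and none without 2D replicate 2, 3D replicate 2 or 3D replicate 3 (3522, 3234 and 2984 at an unadjusted p under 0.05). Without the batch term in the model, the numbers were 20 and 52. Between the cell lines in 3D, 9044 genes differed, 4655 higher and 4389 lower in D2.OR.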

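The interaction was fitted as the log2-fold change (3D–2D) in D2.OR minus that in D2A1, in the edgeR model with a batch term. Of 16823 genes tested, 4 had a Benjamini-Hochberg adjusted p under 0.05, 3 with a positive and 1 with a negative interaction, and 2997 had an unadjusted p under 0.05. All 4 had the same direction in the 3 batches. Chst1 (ENSMUSG00000027221.5, chromosome 2, 92599707 to 92615250, GRCm38) had an interaction of 3.18 on the log2 scale (standard error 0.22, edgeR adjusted p = 0.00194). Its expression went from 36.0 ± 21.5 CPM in 2D to 13.4 ± 8.14 CPM in 3D in D2A1 (SD, n = 3), and from 0.184 ± 0.119 to 0.634 ± 0.43 CPM in D2.OR. Dnajc22 (chromosome 15, 99093170 to 99104737) had an interaction of -2.27 (standard error 0.25, edgeR adjusted p = 0.0318), with 8.74 ± 0.61 and 13.2 ± 2.9 CPM in D2A1 and 6.95 ± 1.29 and 2.13 ± 0.376 CPM in D2.OR. Aldh1a7 (chromosome 19, 20692953 to 20727562) had an interaction of 7.21 (standard error 0.79, edgeR adjusted p = 0.0318). Most of its expression was in replicate 1, where it had 78.5 CPM in D2.OR in 3D, against 1.71 and 0.52 CPM in replicates 2 and 3, and it lies next to its paralog Aldh1a1, with which it can share reads. Sstr2 (chromosome 11, 113619342 to 113626028), whose interaction was 3.70 (standard error 0.37, edgeR adjusted p = 0.0271), was expressed at 1.34 ± 0.367 CPM in D2.OR in 3D and at less than that in the other groups. It fell below the expression level set for naming a gene and was added after its values were seen. The number of genes depended on the batches, and 2999 passed without batch 1. With 1 library left out, 2509 passed without D2A1 2D replicate 1, 507 without D2A1 3D replicate 1, 41 without D2.OR 3D replicate 1, 3 without D2.OR 3D replicate 3 and 1 without any of the other 8. None passed without batch 2 or batch 3 (920 and 1238 genes at an unadjusted p under 0.05), nor without the batch term (2231 genes). The likelihood-ratio test of DESeq2, the test named in the paper's methods, gave 953 genes, including these 4.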

We aimed to identify those genes that showed a significant interaction between the cell lines and the culture type (Supplementary Fig. 9a). 

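Ranked by the edgeR interaction p-value and sign, the 16823 genes were tested for the 415 Reactome sets. Adjusted p-values from fgsea were under 0.05 for 263 sets, with a positive score for 52 and a negative score for 211. The smallest p-values on the negative side belonged to SRP-dependent cotranslational protein targeting to membrane (NES -3.43, fgsea, adjusted p = 8.85e-40) and eukaryotic translation elongation (NES -3.44, fgsea, adjusted p = 1.45e-39), which share ribosomal protein genes. On the positive side they belonged to signaling by insulin receptor (NES 2.01, fgsea, adjusted p = 2.04e-05) and metabolism of lipids and lipoproteins (NES 1.59, fgsea, adjusted p = 3.03e-05). The choice of test moved the number most. With camera at its preset correlation, 217 sets passed, of which 213 were among the 263. With fry, only the transport of inorganic cations, anions and amino acids passed (adjusted p = 0.0401).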

Once we generated a ranked list of genes based on their statistical significance, we performed a GSEA analysis to identify the enriched pathways at both ends of the list. Gene sets related to proliferation and cell cycle (mitosis) showed a negative normalized enrichment score (NES), i.e., a higher log_2_-fold change (3D–2D) in D2A1 than in D2.OR (Fig. 3b and Supplementary Fig. 9a). 

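The S phase and G2/M phase lists of the Seurat package had negative scores in the interaction, with an NES of -2.22 for 43 S phase genes (fgsea, adjusted p = 1.42e-06) and -2.72 for 54 G2/M genes (fgsea, adjusted p = 3.67e-13). A DNA replication list of 49 genes had an NES of -2.27 (fgsea, adjusted p = 5.51e-07). Among the Reactome sets, the NES was -2.65 for Cell Cycle, Mitotic (fgsea, adjusted p = 9.63e-32), -2.61 for M Phase, -2.51 for Mitotic Prometaphase, -2.34 for S Phase and -2.30 for DNA Replication. None of the 3 lists passed with fry, where the adjusted p was 0.23, 0.196 and 0.217, the highest over 11 alternatives for each. In both cell lines, the cell cycle lists were higher in 3D than in 2D. The mean log2 CPM of the G2/M list went from 5.85 ± 0.28 (SD, n = 3) in 2D to 6.77 ± 0.37 in 3D in D2A1 (NES 3.28, fgsea, adjusted p = 9.73e-26), and from 5.68 ± 0.42 to 5.91 ± 0.39 in D2.OR (NES 2.01, fgsea, adjusted p = 7.33e-05; with fry, 0.539, the highest over 9 alternatives). In D2.OR the 5 Reactome sets named above did not pass, with an NES of 0.95 for Cell Cycle, Mitotic (fgsea, adjusted p = 0.809) and 0.84 for M Phase. These tests of each cell line were added after the data were seen. In D2.OR the rise of the G2/M list was 0.23, 0.40 and 0.07 in batches 1, 2 and 3. The difference between the rises was -0.01 in batch 1, -0.67 in batch 2 and -1.41 in batch 3 for the G2/M list, and 0.37, -0.75 and -1.33 for the S phase list. No gene of these lists passed on its own, also when adjusted over the list alone. Psrc1, with the smallest p of the G2/M list, had an interaction of -0.98 (standard error 0.22, edgeR adjusted p = 0.11), and Gmnn had -0.98 (standard error 0.34, edgeR adjusted p = 0.2). Of the remaining sets with negative scores, Translation had an NES of -3.32 (fgsea, adjusted p = 1.96e-39) and mRNA Splicing -2.51 (fgsea, adjusted p = 1.83e-12).

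**Figure D1:**
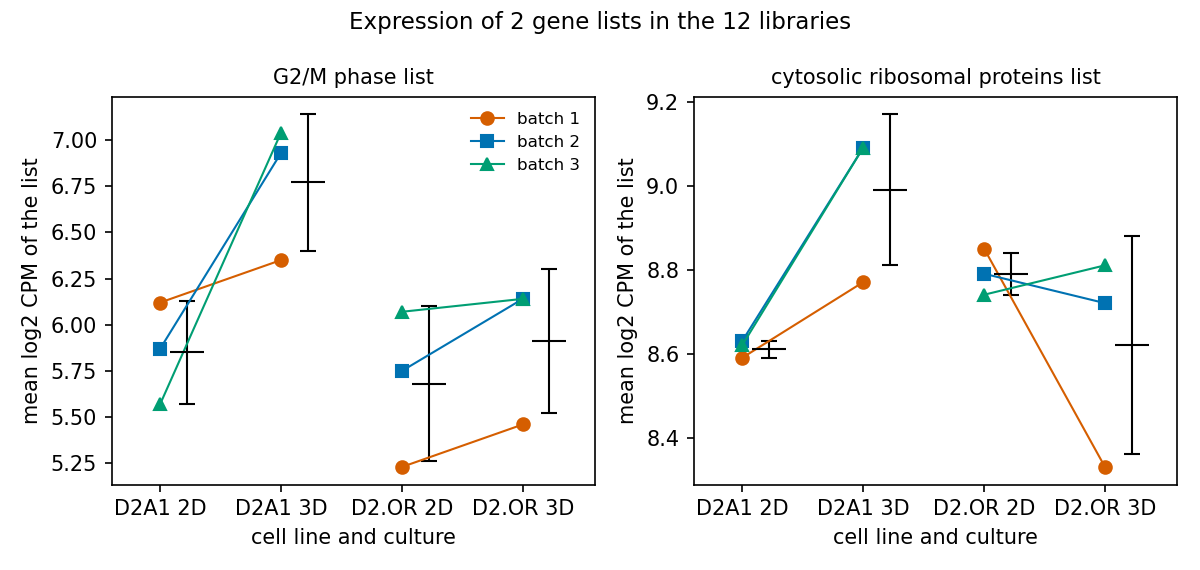
Mean log2 CPM of the G2/M list (54 genes) and of the cytosolic ribosomal protein list (81 genes) in each of the 12 libraries, by cell line and culture. Colored points joined by lines are the 2D and 3D libraries of one batch, and the black marks are the mean and SD of 3 libraries. The G2/M list rose in 3D in all 3 batches of both cell lines, from 5.85 to 6.77 on average in D2A1 and from 5.68 to 5.91 in D2.OR.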

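For lipid metabolism, a list of 33 fatty acid oxidation genes had an NES of 2.23 in the interaction (fgsea, adjusted p = 1.42e-06; with fry, 0.151, the highest over 11 alternatives). Its mean log2 CPM rose from 4.93 ± 0.17 (SD, n = 3) in 2D to 5.37 ± 0.28 in 3D in D2.OR, and was 5.19 ± 0.08 and 5.06 ± 0.13 in D2A1. The interaction of the list was -0.10 in batch 1, 0.86 in batch 2 and 0.96 in batch 3. Among its genes, Ppara had an interaction of 2.30 (standard error 0.40, edgeR adjusted p = 0.0892) and Mgll of 4.11 (standard error 0.97, edgeR adjusted p = 0.12). The Reactome set of fatty acid, triacylglycerol and ketone body metabolism had an NES of 1.51 (fgsea, adjusted p = 0.0328, and from 0.000626 to 0.25 over 12 alternatives, passing in 6). For alcohol metabolism, a list of 26 alcohol and retinoid genes had an NES of 1.88 (fgsea, adjusted p = 0.00103, from 2.66e-05 to 0.0895 over 11 alternatives). It did not pass with fry, the highest of these, or with at least 10 counts in every library (fgsea, adjusted p = 0.0826). Its mean log2 CPM went from 2.65 ± 0.29 to 3.29 ± 0.10 in D2.OR and from 2.46 ± 0.29 to 2.43 ± 0.32 in D2A1, and its interaction was 0.41, 0.93 and 0.69 in the 3 batches. The smallest p-values in this list were those of Aldh1a7, which can share reads with Aldh1a1, and of Aldh1a1 itself (interaction 6.05, standard error 0.76, edgeR adjusted p = 0.0539). Aldh3a2 had 0.48 (standard error 0.16, edgeR adjusted p = 0.195). Of these 26 genes, 14 had a negative and 12 a positive interaction. The Reactome set of retinoid metabolism and transport held 28 tested genes, and with a minimum of 15 genes its NES was 0.97 (fgsea, adjusted p = 0.604). The Reactome sets of nuclear receptor transcription and of iron uptake and transport had positive scores, of 1.82 (fgsea, adjusted p = 0.0044) and 2.09 (fgsea, adjusted p = 6.86e-05).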

Interestingly, similar to our previous study in an unrelated dormancy model, we identified gene sets that associated with the dormancy D2.OR phenotype (i.e., higher log_2_-fold change (3D–2D) in D2.OR than in D2A1) were related to lipid and alcohol metabolism^34^.

**Fig. 3:**
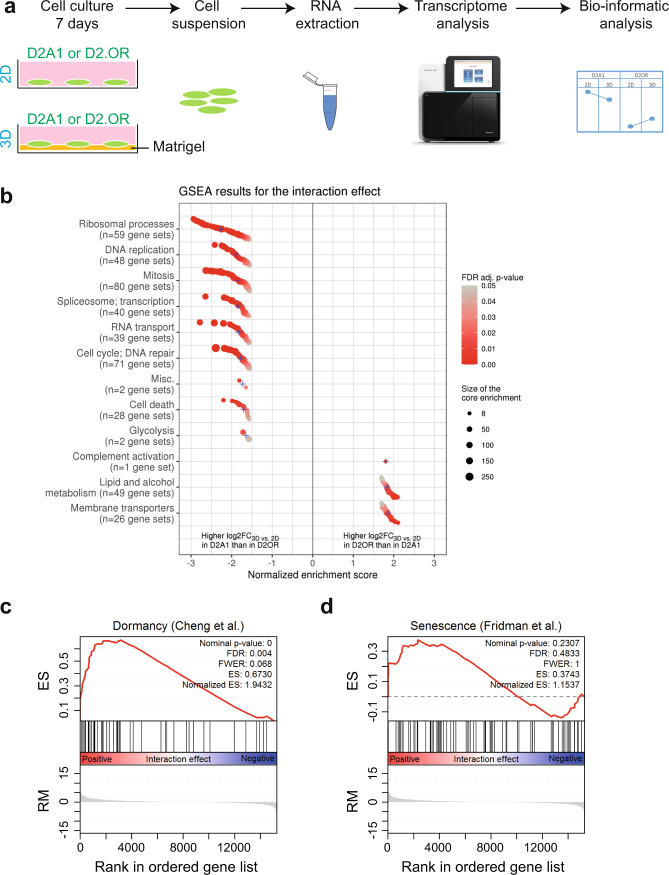
Unbiased transcriptomic analysis suggests a D2.OR dormant cell cycle arrest. **a** Schematic representation of the experimental pipeline. **b** GSEA analysis on the interaction effect when comparing D2A1 and D2.OR in 2D and 3D. Positive normalized enrichment score (NES) indicates that gene sets that were log2-fold change (log2FC) 3D vs. 2D in D2.OR cell line are higher than the log2FC(3D–2D) in D2A1. Respectively, negative NES that corresponds to gene sets was log2FC(3D–2D) that is higher in D2A1 than in D2.OR. Gene sets ordered by normalized enrichment score (NES) within each cluster. Blue crosses represent average NES in each cluster. Point color represents FDR-adjusted *p*-value and size represents core enrichment. GSEA = gene-set enrichment analysis. **c, d** GSEA analysis of a published dormancy signature (Cheng et al.^53^) (**c**) or senescence signature (Fridman et al.^54^) (**d**) on the interaction effect when comparing D2A1 and D2.OR in 2D and 3D. ES enrichment score, RM ranking metric.

Next, we performed preranked GSEA analyses of published dormancy and senescence gene sets using the results of the interaction analysis as the ranking metric. 

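The members of the published dormancy signature were not used here, and a hand-written dormancy list of 39 genes was tested in its place, 32 of them with enough counts. Its NES in the interaction was 1.68 (fgsea, adjusted p = 0.00952, from 0.00589 to 0.145 over 11 alternatives, the highest with fry). The mean log2 CPM of the list fell from 5.06 ± 0.03 (SD, n = 3) in 2D to 4.52 ± 0.26 in 3D in D2A1 (NES -1.97, fgsea, adjusted p = 0.000498) and went from 5.66 ± 0.08 to 5.54 ± 0.13 in D2.OR (NES -1.14, fgsea, adjusted p = 0.333). The interaction of the list was 0.37, 0.40 and 0.47 in batches 1, 2 and 3. Of the 32 genes, 22 had a positive interaction, and 12 of these fell in both cell lines and fell more in D2A1. No gene of the list passed over all genes tested, and 5 passed when adjusted over the list alone. Nr2f1 (ENSMUSG00000069171.14, chromosome 13, 78188973 to 78199757, GRCm38) had 30.6 ± 7.12 CPM in D2A1 in 2D and 9.83 ± 1.86 CPM in 3D, against 30.3 ± 6.3 and 26.9 ± 6.25 CPM in D2.OR (interaction 1.46, standard error 0.32, edgeR adjusted p = 0.11). Rarb had an interaction of 1.52 (standard error 0.37, edgeR adjusted p = 0.126) and Col3a1 of 2.23 (standard error 0.59, edgeR adjusted p = 0.146).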

The dormancy signature by Cheng *et al*. was found to be positively enriched (FDR < 0.05) in the D2.OR 3D cells (i.e., higher log_2_-fold change (3D–2D) in D2.OR than in D2A1) (Fig. 3c and Supplementary Fig. 9a). Additionally, we did not observe a significant enrichment for the senescence signature (Fig. 3d).

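The published senescence signature was likewise not used here. A hand-written list of 76 senescence genes had 67 with enough counts. Its NES in the interaction was 1.03 (fgsea, adjusted p = 0.396), and it did not pass in any of 11 alternatives, where the adjusted p ranged from 0.126 to 0.793. The mean log2 CPM of the list in 3D was 5.18 ± 0.28 in D2A1 and 6.15 ± 0.18 in D2.OR (SD, n = 3), where it was 6.19 ± 0.10 in 2D, and the interaction per batch was 0.10, 0.12 and 0.01. Of the 67 genes, 38 had a positive and 29 a negative interaction. No gene passed over all genes tested, and 2 passed when adjusted over the list alone. These were Smurf2, with an interaction of 0.90 (standard error 0.13, edgeR adjusted p = 0.0683 over all genes), and Cyp1b1, with 1.54 (standard error 0.29, edgeR adjusted p = 0.0892 over all genes). Tes, with the next smallest p, had an interaction of -0.82 (standard error 0.23, edgeR adjusted p = 0.152). The Reactome set named Cellular Senescence, with 121 tested genes, had an NES of -2.17 (fgsea, adjusted p = 9.23e-08). It rose in 3D in D2A1 (NES 1.89, fgsea, adjusted p = 1.02e-05), and in D2.OR its NES was -1.17 (fgsea, adjusted p = 0.294).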

Last, we performed preranked GSEA analyses of two published SASP gene sets using the results of the interaction analysis as the ranking metric. The Zhang *et al* signature was not significantly enriched^35^, and the signature by Basisty *et al*^36^ was found to be negatively enriched (FDR < 0.002) in the D2.OR 3D cells (i.e., higher log_2_-fold change (3D–2D) in D2A1 than in D2.OR) (Supplementary Fig. 9b).

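In place of these signatures, a hand-written SASP list of 59 genes was tested, 53 of them with enough counts. Its NES in the interaction was -1.54 (fgsea, adjusted p = 0.0127, from 3.45e-06 to 0.196 over 11 alternatives). The call was lost with fry, with at least 10 counts required in every library (fgsea, adjusted p = 0.142) and without batch 3 (fgsea, adjusted p = 0.177). The mean log2 CPM of the list went from 2.27 ± 0.32 (SD, n = 3) in 2D to 2.91 ± 0.69 in 3D in D2A1 (NES 1.57, fgsea, adjusted p = 0.0246) and from 3.30 ± 0.58 to 3.24 ± 0.27 in D2.OR (NES -0.97, fgsea, adjusted p = 0.542). The interaction was 0.23 in batch 1, -1.11 in batch 2 and -1.22 in batch 3. Single genes went in both directions. Il6 had 1.07 ± 0.865 CPM in D2A1 in 2D and 20.7 ± 18.1 CPM in 3D, against 31.6 ± 24.3 and 17.2 ± 13.6 CPM in D2.OR (interaction -4.68, standard error 0.84, edgeR adjusted p = 0.0892), and Mif had an interaction of -1.07 (standard error 0.18, edgeR adjusted p = 0.0892). Csf1 had a positive interaction, of 0.96 (standard error 0.16, edgeR adjusted p = 0.0797). No gene of the list passed over all genes tested, and 13 passed when adjusted over the list alone. The Reactome set of the senescence-associated secretory phenotype, with 61 tested genes, had an NES of -2.01 (fgsea, adjusted p = 5.76e-05).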

Thus, gene sets associated with cell cycle progression and SASP were negatively enriched, and dormancy-related gene sets were enriched in our analysis, pointing more toward a dormancy phenotype for the D2.OR cells in 3D. 

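Over the 10 lists tested on the interaction, 9 had an fgsea adjusted p under 0.05, and the senescence list did not. With fry none of the 10 passed, and 3 had an unadjusted p under 0.05. The lists differed in how the 3 batches behaved. The dormancy list had a positive interaction in each batch, whereas the S phase and SASP lists were positive in batch 1 and negative in batches 2 and 3. From the lower scores of cell cycle and SASP gene sets and the higher scores of dormancy gene sets, the paper reasons that the phenotype of D2.OR in 3D is closer to dormancy.

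**Figure D2:**
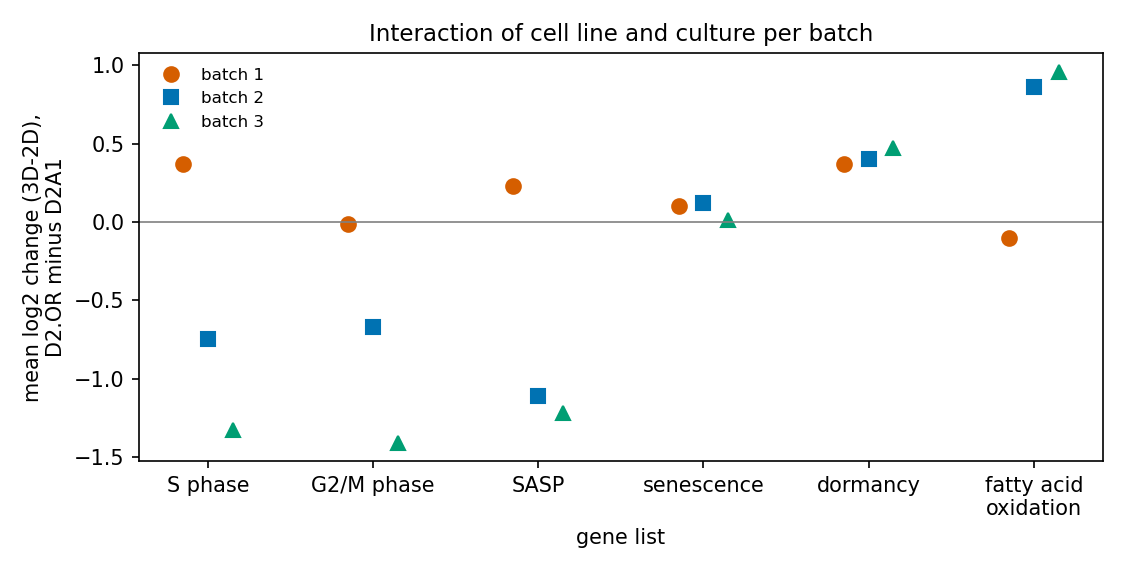
Interaction of cell line and culture for 6 gene lists, as the mean log2 change (3D–2D) of the list in D2.OR minus that in D2A1. Each point is one batch, with 1 library for each cell line and culture, and the grey line marks no difference. The G2/M points lie at -0.01, -0.67 and -1.41 for batches 1, 2 and 3, and the dormancy points at 0.37, 0.40 and 0.47.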

A complete list of gene sets tested and their results is available in Supplementary data 2.

### Pathways involved in senescence are not active in dormant D2.OR

Molecularly, dormancy is a different process from senescence. Senescence is not defined by specific markers, but rather by a multimarker approach^37^. To determine if a senescence program might be responsible for the observed cell cycle arrest, we assessed the following senescence-associated markers: SA-β-galactosidase, DNA damage (γ-H2AX), and the loss of Lamin B1.

We observed that dormant D2.OR expressed β-galactosidase as much as the senescence control (MCF7 treated with etoposide in 2D), whereas the proliferative control (D2A1) did not (Fig. 4a). In contrast, Lamin B1 loss was not observed in dormant D2.OR, whereas it was lost in a senescence control (irradiated MCF7 cells) (Fig. 4b and Supplementary Fig. 10a). Senescent cells are known to accumulate DNA damage. We therefore checked DNA damage through γ-H2AX staining. Upon DNA double-stranded breaks, γ-H2AX gets phosphorylated and accumulates in the cell forming small foci. Interestingly, we did not find an increase of foci accumulation in dormant D2.OR compared with control (D2.OR 2D), whereas foci did accumulate in the senescence control (HeLa cells treated with etoposide) (Fig. 4c and Supplementary Fig. 10b). Last, the results in the D2A1 cells were comparable to the D2.OR cells (Supplementary Fig. 10).

**Fig. 4:**
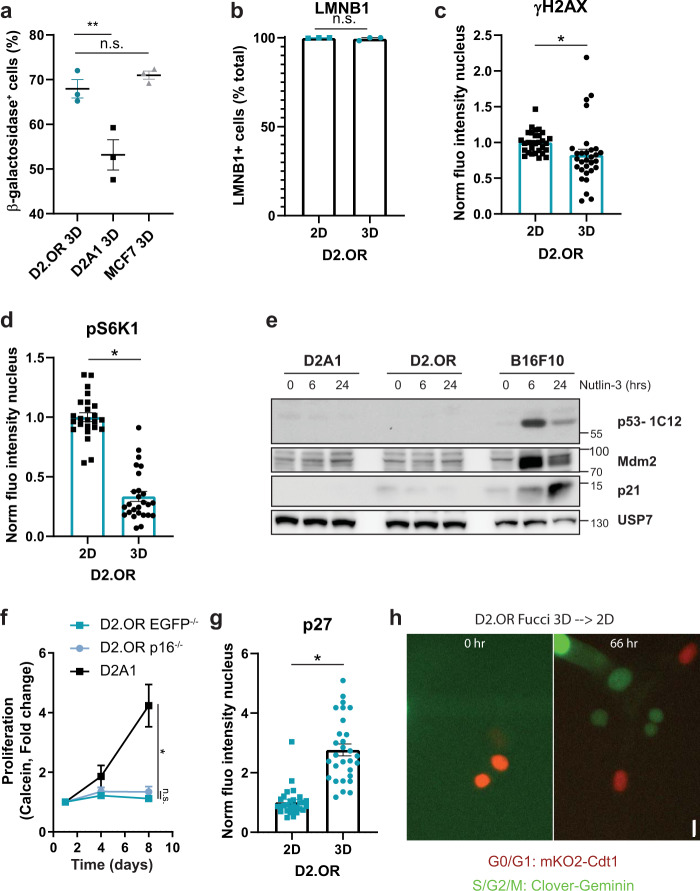
D2.OR cell cycle arrest in 3D is associated with dormancy and not senescence. **a** Quantification of the percentage of β-galactosidase+ cells cultured for four days in 3D. MCF7 was used as a senescence control. *N* = 3 replicates. **b** Quantification of the percentage of LMNB1 + cells by immunofluorescence cultured for four days in 2D or 3D conditions. *N* = 3 replicates, each ≥12 cells. **c** Quantification of immunofluorescence nuclear γH2AX staining intensity of D2.OR cells cultured for four days. Replicates normalized to 2D. *N* = 30 field of view (FOV) of three replicates. **d** Quantification of pS6K1 immunostaining of D2.OR cells cultured in 2D or 3D. Replicates are normalized to 2D. *N* ≥ 24 field of view (FOV) of three replicates. **e** Immunoblot analysis of lysates from indicated cell lines cultured in 2D and treated with Nutlin-3 [10 μM] for 0, 6, or 24 h. **f** Quantification of proliferation of indicated cell lines cultured for eight days in 3D. Replicates were normalized to day 1. *N* = 3 replicates, in duplo. Time × Cell line, *F*(4, 27) = 10.68. *P* = ****. Post hoc test, day 8, D2A1 vs others *P* = *, D2.OR EGFP vs P16-/- *P* = n.s. **g** Immunofluorescence quantification of the normalized fluorescence intensity in the nucleus of D2.OR cells grown for five days in 2D or 3D. *N* = 3 replicates, each 10 FOV. **h** Microscopy images of a time series of D2.OR Fucci cells in 2D. Cells were cultured in 3D for four days, extracted, replated in 2D, and imaged. Scalebar, 30 μm. *P* values were calculated using 1-way ANOVA, nested *T*-test or mixed-effect analysis. Error bars, s.e.m.

Dormancy is often associated with low levels of mammalian target of rapamycin (mTOR) (e.g., due to low nutrient levels), whereas during senescence, mTOR levels are often high^37–39^. We therefore assessed the activity of mTOR by performing immunofluorescence of downstream kinase target S6K1. Phosphorylation of S6K1 suggests higher mTOR activity. D2.OR cells plated in 3D had significantly lower p-S6K1 levels compared with D2.OR cells plated in 2D. As expected, senescent cells (Hela cells treated with etoposide) did not show a reduction in p-S6K1 (Fig. 4d and supplementary Fig. 10c). Interestingly, in the D2A1 cells in 3D, the p-S6K1 levels were also decreased compared with 2D (Supplementary Fig. 10). This indicates that p-S6K1 can merely be used as a senescence marker, and not a dormancy marker in our model. As three out of the four senescence markers were not present in our phenotype, this argues against a senescence phenotype.

p53 and p16 are the main pathways that can induce senescence, thus, we wanted to investigate if p53 and/or p16 would be required for the observed cell cycle exit in D2.OR cells in 3D. When we assessed the response of both cell lines to Nutlin-3, which stabilizes p53 protein levels, resulting in an increase in downstream target-gene expression, neither of the D2 cell lines showed an increase in mRNA levels of the two p53 target genes, p21 and MDM2, while these genes were increased in a positive-control cell line (B16F10) (Supplementary Fig. 11a). Similar results were observed at the protein level (Fig. 4e). Moreover, we were unable to detect p53 protein in either the D2.OR or D2A1 cell line (Fig. 4e). Combined, the data suggest that neither the D2.OR cells nor the D2A1 cells contain functional p53. P16, however, was expressed by D2.OR cells (Supplementary Fig. 11b). But CRISPR–Cas9-mediated knockout of the *p16* gene did not result in escape from dormancy in the MoT assay (Fig. 4f). These results indicated that the two main senescence-inducing pathways p53 and p16 were not responsible for the D2.OR cell cycle arrest phenotype.

Next, we tested if dormancy markers were associated with the observed cell cycle arrest. Cell cycle inhibitor p27 is often associated with dormancy. p27 showed a specific increase at the protein level in the D2.OR cell line and not the D2A1 line when comparing 2D versus 3D (Fig. 4g and Supplementary Fig. 11c), suggesting a dormancy program. Another hallmark for dormancy is the reversibility of the cell cycle arrest. Even though reversible senescence has been observed, it is not that common, and it has only been observed for cells that have just initiated a senescent program^40^. Thus, we assessed if arrested D2.OR was able to escape from dormancy and start proliferating (assessed by Fucci, or by PrestoBlue cell-viability assay) when cells were recovered from Matrigel and replated in 2D. Indeed, we observed that the dormancy phenotype was reversible (Fig. 4h, Supplementary Fig. 11d and Movie 2).

To assess the generalizability of our results to other dormant BC models, we assessed the senescence and dormancy markers in the ZR-75-1 dormancy model. Indeed, upon assessing the dormancy and senescence markers in this model, also, here we can conclude that the ZR-75-1 cells are in dormancy and not senescence (Supplementary Figs. 10, 11).

Last, we also assessed some of the dormancy/senescence markers on our dormant cells in vivo using immunohistochemistry. Similar to the in vitro findings, senescence markers (gH2AX and LaminB1 loss) were absent (Supplementary Fig. 12).

Combined, we conclude that the cell cycle exit phenotype of dormant D2.OR and ZR-75-1 cells is not associated with a senescence phenotype, but rather with a reversible dormant phenotype.

## Discussion

Dormancy is incompletely understood, but its importance in cancer progression and resistance is evident as reactivation of dormant cancer cells can lead to cancer relapse and eventually patient death^6,7^. Proper dormancy models and a thorough understanding of these models are essential to expose the molecular and cellular characteristics of dormancy. Such models should be specific for dormancy, and should not model other cell cycle arrest processes like senescence. Here, we evaluated the widely used D2 breast cancer cell line model for its capacity to specifically recapitulate dormancy in vitro and in vivo.

Similar to others, we were able to show that the D2.OR cell line underwent a cell cycle arrest in an experimental metastasis model. However, we also show that D2.OR become dormant in the liver of syngeneic mice, i.e., mice with a fully competent immune system. This is important as the adaptive immune system has been shown to regulate single-cell dormancy^23^. Moreover, by combining label retention and immunohistochemistry, we were able to specifically address proliferation and death in the truly dormant cell population. Indeed, all label-retaining cells were negative for KI67 and cleaved caspase-3, excluding “balanced dormancy”, which is based on equal number of proliferating and dying cells^11^. Interesting is that not all D2.OR cells remain dormant in the liver over the course of two weeks. This heterogeneity may be caused by the microenvironment, e.g., through variations in stiffness, or alternatively by cellular heterogeneity. The latter is emphasized by the genomic instability shown as variation in chromosomal numbers and rearrangements we observed between the different metaphase cell-derived nuclei from the same cell line.

Using intravital microscopy, we imaged five dormant D2.OR cells in the liver, none of which migrated. Also, D2A1 showed little migratory activity, as only a few cells per field of view moved. In an in vitro 3D environment, the D2.OR is much less migratory compared with the D2A1 cells, whereas on plastic, the D2.OR cells migrate faster than the D2A1 cells. This suggests that the 3D environment reduces the capacity of the D2.OR cells to migrate. This might be either indirect, as a consequence of the dormancy phenotype, or the dormancy phenotype is a result of the inhibited migratory capacity. As the D2.OR cells were able to migrate in the 3D matrix shortly after plating, we expect the former. In the brain, motile MDA-MB-435-dormant melanoma and nonmotile PC14–PE6-dormant lung carcinoma cells have been observed using intravital microscopy^41^, suggesting that it might be cell-line or tumor-type specific whether dormant cells migrate or not.

The identification of 4NG1 D2.OR cells when cultured in 3D is surprising. So far, this has never been associated with cells in dormancy, but rather with senescence^42^. 4NG1 cells can appear if cells are delayed in mitosis (D-mitosis). In the presence of an active spindle-assembly checkpoint, cells in D-mitosis can ultimately escape (termed mitotic adaptation or slippage) and enter the next G1 as tetraploid cells^42^. These 4NG1 are either arrested in senescence, or are able to proliferate normally. We, on the other hand, suggest that the 4NG1 D2.OR cells cultured in 3D are in dormancy, as they can reenter the cell cycle after plating in a 2D environment. Future research should determine if the 4NG1 cells are present in vivo and in dormancy models of other tumor types as well. At last, it will be of interest to determine the reason for the 4NG1 arrest. Pharmacologic inhibition of CDK4 and CDK6 can induce tetraploidy in some breast cancer tumor models^43^. As such, it is of interest to determine the expression levels of these CDKs in our dormancy models. Alternatively, studies have shown that the absence of p53 protein can accelerate the exit from D-mitosis^44^. As the D2.OR cells are p53 negative, this might explain the presence of 4NG1 cells. However, why the cells were in D-mitosis is unclear, as this is normally induced by treatments that depress or altered microtubule assembly/dynamics (e.g., aurora-kinase inhibitors)^44^.

We showed that the D2.OR cells are undergoing a dormant cell cycle arrest. Why do some of the arrested D2.OR cells in 3D show increased expression of β-galactosidase? It is important to note that none of the senescence markers are specific, and are in fact also expressed by other cells under certain circumstances. Indeed, β-galactosidase expression has been reported in other dormant cells^13^. Thus, senescence can only be confirmed when a multitude of markers is present^37^, which was not the case for the D2.OR cells in 3D.

Many of the senescence markers can be used to identify senescence (as is clear from our senescence-control experiments), however, the absence of these markers does not define dormancy. This is evident when assessing D2A1 cells in 3D. These cells are not dormant, but also show absence of many of the senescence markers. As such, to define if cells are in dormancy, it is important to also show the presence of dormancy markers. Indeed, next to the absence of proliferation marker KI67, we were able to show that the dormant cells reside in G1, and that they upregulate p27. Indeed, p27 is a widely used marker to detect cells in dormancy. Moreover, another “hallmark” of dormancy is the reversible cell cycle arrest, which we were able to show for the D2.OR and ZR-75-1 model. Based on transcriptomic analyses, we show that the D2.OR-dormancy phenotype is associated with gene sets related to lipid and alcohol metabolism. When dormant cells in a completely unrelated 2D assay were assessed, a similar association was found, and this was linked to exosome secretion by dormant cells^34^. This suggests that exosome secretion might be a general characteristic of dormant cells, but it has to be confirmed in the D2.OR model system.

The discrimination between a senescence or dormancy cell cycle arrest program is important when considering treatment options. As the pathways that define either program are quite distinct^39^, targeted treatment for one program will most likely not work against the other program. For example, FOXO4–DRI senolytic eliminates senescent cells by inhibiting the interaction between FOXO4 and p53. As p53 is not expressed in D2.OR-dormant cells, this senolytic will most likely not eliminate these cells. Which drugs will eliminate dormant cells is the subject of active investigation, and can be pursued with the D2.OR dormant-model system.

## Methods

### Cell culture

Mouse mammary carcinoma cell lines D2A1 and D2.OR were obtained from Karmanos Cancer Institute (F.R. Miller)^16^. Mammary cancer cells D2.OR and D2A1, mouse melanoma cancer cell B16F10, human breast cancer cell MCF-7, human cancer cell Hela, and human kidney cell HEK293T were all cultured in Dulbecco’s Modified Eagle Medium (DMEM) high glucose (Gibco), supplemented with 10% fetal bovine serum (FBS) (Biowest), 60 μg/mL penicillin (Roth), and 96 μg/mL streptomycin (Roth). ZR-75-1 cells were cultured in RPMI medium 1640 + L-Glutamine (Gibco, 21875-034), supplemented with 10% fetal bovine serum (Biowest), 60 μg/mL penicillin (Roth), and 96 μg/mL streptomycin (Roth). Cells were maintained in a 5% CO2-humidified incubator (Forma Scientific) at 37 °C. Every month, all cell lines in culture were subjected to a mycoplasma-infection test.

For the standard two-dimensional (2D) experiments, cell density was determined using the TC20™ Automated Cell Counter (Bio-Rad). Thereafter, 1 × 10^3^ cells were seeded per well in either a 48-well or 8-chamber format in DMEM high glucose (Gibco) and refreshed every 3–4 days.

The Fucci reporter construct (pLL3.7m-Clover–Geminin(1–110)–IRES–mKO2–Cdt(30–120)) was a gift from Michael Lin (Addgene plasmid #83841)^30^. Stable Fucci reporter expression and H2B-Dendra2 expression was performed by lentiviral particle transduction. Transfection of HEK293T cells by polyethylenimine (PEI) with a viral vector and helper constructs was performed in 10-cm culture dishes. About 6 mL of virus-containing medium was filtered and supplemented with 10 μg/mL polybrene. The suspension was used for the infection. pLV_CMV_H2B-dendra2 cell selection was performed with medium containing 1.5 μg/mL puromycin, whereas the selection of Fucci was performed by flow cytometry.

### Dormancy assays

For the Matrigel-on-top culture assay^45^, a 48-well plate was coated with 40uL/well of (growth-factor-reduced) Matrigel (Corning) and incubated at 37 °C for 30 min, which allowed the Matrigel to solidify. Subsequently, cells (1000 cells/well) were resuspended as single cells in 200uL of 3D media (Nutrient Mixture F-12 (DMEM/F-12) + GlutaMAXTM-I (Gibco) supplemented with 2% Horse serum (Gibco), 0.5 μg/mL hydrocortisone (Sigma Aldrich, H4001), 50 ng/mL cholera toxin (Sigma Aldrich, C8052), 10 μg/mL insulin (Sigma Aldrich, I3536), 60 μg/mL penicillin (Roth), and 96 μg/mL streptomycin (Roth)) containing 2% Matrigel, and added on top of the solidified Matrigel. For the 2D culture, cells were seeded directly on plastic in the 3D media. Medium was refreshed every 3–4 days.

For the ZR-75-1 assay, 11.000 cells were plated in full serum per 48-well. The next day, the cells were, if indicated, serum-starved for six days. Where indicated, the cells were then washed and plated in full serum until day 11. The medium was refreshed every 3–4 days.

### Cell-viability assay

To determine the proliferation rate in 2D or 3D, cells were cultured for ≤8 days in a 48-well plate as described in the “Dormancy assay” section. At the desired timepoints, 20 μL of PrestoBlue cell-viability reagent (Invitrogen) was added directly to the media and the plate was incubated for 10 min at 37 °C in the dark. Subsequently, fluorescence at wavelength 544/590 nm was captured using the VICTOR X3 plate reader (PerkinElmer). Measurements were normalized to controls with only Matrigel and/or media to adjust for background signals.

Calcein-AM was additionally used to determine proliferation^46^. In short, cells were washed twice with phosphate-buffed saline (PBS) after which 5 µM calcein-AM (Thermofisher, C1430) in PBS was added. After incubating for 30 min at 37 °C in the dark, fluorescence was captured at wavelength 494/517 nm using the VICTOR X3 plate reader (PerkinElmer). Afterward, measurements were normalized to controls with only Matrigel and/or media to adjust for background signals.

### DiI loading

Cells cultured in 2D were trypsinized and counted. In total, 1 × 10^6^ cells/mL were incubated for 7 min with 5uL/mL DiI vibrant solution. Loaded cells were spun down for 3 min at 1300 rpm and the pellet was washed with PBS 2 times. Cells were counted again before plating in 2D or 3D condition. For animal experiment, cells were always loaded with DiI one day prior to the injection.

### FACS

For the 2D condition, D2.OR-FUCCI4 or ZR-75-1-FUCCI4 cells were collected and diluted to 1 × 10^6^ cells/mL suspension in 0.2% BSA in PBS. Thereafter, 2 × 10^6^ cells were incubated with Hoechst 33342 (1 mg/mL) (Thermofisher Scientific, 62249) to stain the nuclei. After incubation in the dark for 30 min at 37 °C, cells were collected in 200–500 μL of PBS and subjected to flow cytometry.

For the 3D condition, D2.OR-FUCCI4 reporter cells were seeded in 6-cm dishes with Matrigel, cultured for four days, and directly stained with Hoechst 33342 (1 mg/mL) (Thermofisher Scientific, 62249) for 30 min at 37 °C. Thereafter, cells were extracted from Matrigel according to our self-optimized protocol in which every step is performed on ice and all tips/pipettes/tubes are precoated with 2,5% BSA (Sigma Aldrich) in PBS to yield the highest number of living cells. The cells were washed two times with PBS, ice-cold Cell Recovery Solution (Corning) was added, and cells were gently rocked 20–30 min on ice in order to dissolve the Matrigel. After dissolvement was confirmed by microscopy, 1% BSA (Sigma Aldrich) was added to the cell suspension and cells were centrifuged (twice) (approximately 280 g at 4 °C) for 5 min. After discarding the supernatant, the cells were resuspended in 200–500 μL of 0.5% BSA (Sigma Aldrich) in PBS and subjected to flow cytometry.

Flow cytometry was performed using the BD LSR II machine and BD FACSDiva software, and sorts were performed on BD FACSAria machines. Afterward, recordings were analyzed using the FlowJo software.

### Immunofluorescence

Cells were cultured on 48-well plates (CELLSTAR), µ-Slide 8 Well (Ibidi), or Nunc Lab-Tek chamber slides (ThermoFisher Scientific), where indicated coated with Matrigel. Cells were fixed in 2% paraformaldehyde for 10 min and permeabilized in PBS supplemented with 0.5% Triton X-100 for 10 min at room temperature (RT). Then cells were washed two times in PBS for 10 min and incubated with blocking buffer (130 mM NaCl, 7,7 mM NaN3, 0.1% bovine serum albumin, 0.2% Triton X-100, 0.05% Tween 20, and 5% goat serum) for 30 min–1h at RT. Primary antibodies were diluted in 0.5x blocking buffer at the following concentrations: Ki67 (ab16667, AbCam, 1:200), Cleaved-Caspase3 (9661, Cell Signaling, 1:200), Anti-phospho-Histone H2A.X (Ser139) (clone JBW301, 05-636 Millipore, 1:1000), p-p70 S6 kinase a (pS6K1)(Santa Cruz, sc-8416, 1:100), LMNB1 (Abcam, ab16048, 1:500), and p27 (3698, CST, 1:800), and incubated overnight at 4 °C or for 1 h at room temperature. Subsequently, cells were washed two times 10 min with PBS and incubated with A488-conjugated secondary antibody diluted in blocking buffer at 1/200 for 1 h at RT. Finally, cells were mounted in media containing DAPI (Hard vectashield set) and immediately analyzed using the Leica SP5 confocal microscope or stored at −20C to prevent Matrigel dissolution and fluorescent-signal degradation.

### Microscopy

Confocal imaging was conducted on the Leica SP5. Images were acquired as sequential scans and collected in 8- or 12-bit. Plastic 48-well plates were imaged using the dry 40x long-distance magnification, whereas the glass 8-well chamber slides were imaged using the 63x oil objectives. The fluorescent-detection range was set manually based on the emission spectra of the different fluorophores. We used the following lasers depending on the fluorophores: 405 Diode, Argon, DPSS561, HeNe594, and HeNe633. Furthermore, Z-stacks differed between 1,5 µm and 3,0 µm, depending on the protein of interest.

Live-cell imaging was conducted on the Leica AF6000 and Leica DMI6000. For both, plastic 48-well plates were imaged using the dry HPX PL FLUOTAR L 40 × 0.6-NA long-distance objective. The following filter cubes were used: geminin-Clover, Triple filter G, cdt1-mk02, RFP, and Brightfield: empty. Live-cell imaging experiments with FUCCI4-expressing D2.OR and D2A1 cells were performed for 1–5 days with frames every 20 min–3 h. Z-stacks were adjusted for individual positions and varied between 2 and 3 µm. Live-cell imaging of D2.OR and D2.A1 cells loaded with DiI was performed for 93 h with frames every 30 min. Furthermore, temperature and CO2 percentage, at respectively 37 °C and 5%, were maintained using an environmental-control system.

Images were gathered with confocal and live-cell imaging analyzed using ImageJ software. To determine mean fluorescence intensity in the nucleus, an ImageJ macro was used for automatic analysis. In short, a mask was created from the DAPI channel by using MaxEntropy (3D) or Huang (2D)-based autothresholding. The analysis channel was multiplied by the mask and then the mean fluorescence intensity in the mask was determined. The same was done for the DAPI channel. In 3D, a DAPI-based single plane from a Z stack was analyzed, in 2D, a single plane as recorded was analyzed. In 3D, we normalized the signal toward the average DAPI signal in 2D, as a positive correlation was observed between signal intensity in DAPI and the measurement channel was observed.

### Immunoblotting

Cells were lysed in Laemmli buffer (12% 1 M Tris-Cl pH 6.8, 4% SDS, 20% glycerol, and ddH2O) supplemented with 1x phosphatase-inhibitor cocktail (P5726, Sigma), and total protein concentration was determined using the DC protein assay (Bio-Rad). In total, 10 µg of protein was loaded per lane. The proteins were separated by 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred onto a polyvinylidene difluoride membrane using electrophoresis for 1 h. Following, the membrane was blocked at room temperature for 1 h in tris-buffered saline containing Tween-20 (TBS-T) containing 5% milk powder. The membrane was washed with TBS-T and subsequently incubated with the primary antibodies at 4 °C overnight. The types of primary antibodies used were Anti-CDKN2A/p16INK4a ([EPR20418] (Abcam, ab211542)), Anti-Vinculin (hVIN-1 (Sigma Aldrich, V9131, 1:1000)), anti-USP7 (Bethyl Laboratories, A300-033A), anti-MDM2, clone 3G9 (Merck Millipore, 04-1530), anti-p53 clone 1C12 (Cell Signaling Technology), and anti-p21, Clone F5 (Santa Cruz Biotechnology). After washing with TBS-T followed with incubation with horseradish peroxidase (HRP)-conjugated anti-rabbit, anti-goat, or anti-mouse secondary antibody (Amersham Science, 1:10.000) at room temperature for 2 h. Bands were detected using enhanced chemiluminescence (Clarity ECL western blotting substrate, 1705061, Bio-Rad) in accordance with the supplier’s protocol. Full western blots have been supplied in the supplementary figs. All blots are derived from the same experiment and were processed in parallel.

### qPCR

Total RNA of cells was extracted using the Macherey–Nagel RNA kit (Thermo Fisher Scientific, Netherlands). cDNA was made from 1000 ng of RNA mixed with 5x reaction buffer, Rnase inhibitor, and 10 mM dNTP (ThermoFisher, Netherlands) using the Thermo Fisher Scientific PCR protocol, 5 min at 25 °C, 60 min at 42 °C, and 5 min at 70 °C. PCR was performed on the T100 Thermal Cycler (Bio-Rad Laboratories, USA).

cDNA was diluted to 100 ng/μL. A mastermix of RNase-free mQ, forward primer, and reverse primers was added to cDNA along with SybrGreen (ThermoFisher, USA). Gene expression was measured with the BioRad CFX Man 3 (Bio-Rad laboratories, CA, USA). The measured gene expression was corrected with the geomean of *Hmbs* and *Rpl13a*.

### β-galactosidase assay

Cells were seeded 1 × 10^3^ cells/well in a µ-Slide 8 Well (Ibidi, 80826) chambered coverslip in both 2D and 3D. After culturing for four days, cells were washed twice with PBS. Thereafter, the β-galactosidase assay was performed using the Senescence beta-Galactosidase Staining Kit (Cell Signaling, 9860 S) according to the supplied protocol.

Cells were fixed with 1X fixative solution for 15 min at RT, washed with PBS, and stained with 1X β-galactosidase staining solution at pH 6.0. After staining, the chambered coverslip (Ibidi) was stored in a culture dish (Cellstar), sealed with parafilm, and incubated in a dry incubator at 37 °C in the absence of CO2. After 3 h of incubation, cells were imaged in bright field using the Leica DMi8 microscope with 20X magnification. Images were quantified manually by counting the percentage of positive clusters.

### Irradiation

MCF-7 breast cancer cells were γ-irradiated with a total of amount of 10 gray (Gy) (1 Gy/min) using the YXLON X-ray apparatus (200 kv/4,0 mA – foc = 5,5). Lead plates on top of the chamber coverslips (Ibidi, 80826) were used to protect other cells from γ-radiation. After irradiation, the cells were cultured under normal circumstances for subsequently 24, 48, 72, or 96 h before they were fixed and stained for immunofluorescence.

### Reversible growth-arrest assay

D2.OR Fucci cells were cultured as described in the Matrigel-on-top section. Instead of a 48-well plate, the culture was upscaled to a 6-well plate. Cells were extracted from the Matrigel as described in the “FACS” section. After extraction, cells were plated in 2D in a μ-Slide 8 well (ibidi, 80826), and imaged on a Leica AF6000 LX with a Hamamatsu-C9100-02-COM4 camera and a HCX PL APO CS 20.0×0.75 DRY UV objective in 14-bit every 20 min for three days. Multiple positions were recorded and analyzed by ImageJ.

Alternatively, D2OR cells were cultured in the Matrigel-on-Top assay as described in the Matrigel-on-top section. About seven days after seeding, cells were extracted from Matrigel. Media was removed from the well and 200 μL of ice-cold trypsin was added. Mechanic disruption of the Matrigel was performed using P1000 tips and cycle of pipetting up and down. The suspension was then transferred to a 15-mL tube and incubated for 5 min at 37 °C. Again, mechanic disruption by pipetting up and down was performed using a P1000 and 10 mL of ice-cold PBS was added. Cells were centrifuged for 3 min at 1300 rpm and the supernatant was discarded. A second wash with PBS was performed before resuspending the pellet in 3D media. In total, 16 wells from a 48-well plate were pooled to reseed 1000 cells/well in 2D and 3D. Seeding was performed as described earlier in this section. Proliferation readout using Calcein-AM (see section Proliferation assay) was performed at day 1 and day 7 to determine the dormant/proliferative phenotype of the reseeded cells.

### Label retention

Vybrant DiI cell-labeling solution (5 µl/mL, V22888, Invitrogen) was directly added to cell suspensions at a density of 1 × 10^6^ cells/mL, and incubated for 7 min, followed by thorough rinsing with phosphate-buffered saline (PBS). Cells were seeded at 1 × 10^3^/well in a 48-well plate, and retention of the label was determined after eight days in culture using fluorescence-activated cell sorting (FACS) or microscopy. FACS experiments were carried out on a BD LSR IIFlowcytometer (BD Biosciences), and subsequently analyzed using BD FACSDiva software (BD Biosciences). To determine the label retention for each condition, cells were harvested after eight days of culture, washed, and analyzed by flow cytometry. Cells cultured in 3D were harvested from the basement-membrane matrix using Cell Recovery solution (Corning), in accordance with the manufacturer’s instructions. Cell morphology was observed by light microscopy, time-lapse images were captured by an AF6000 inverted wide-field microscope (Leica Microsystems), and label retention was quantified using confocal laser-scanning microscopy, for which the Leica SP5 was used with a 40x long working-distance objective, after which images were processed and analyzed using ImageJ Fiji software.

### Transcriptomic analysis

D2OR and D2A1 were seeded as described in the Cell culture section. In total, 10 wells of each cell line were pooled to be able to extract enough RNA. Cells were extracted from the Matrigel using the recovery solution from Corning. Briefly, media was removed and cells were washed three times with PBS. About 140uL of ice cold recovery solution was added per well. After 30 min of incubation on ice under agitation, the suspension (cells + Matrigel) was centrifuged at 1300 rpm for 3 min. RNA was extracted from the pellet using the Nucleospin kit (BioKé) protocol and sent to BGI for RNA sequencing using the Illumina-HiSeq2500/4000 sequencer.

Raw fastq files received from BGI were processed using the following pipeline. Raw data quality control was performed using FastQC v.0.11.4^47^. Adapter removal and trimming of low-quality reads was done with Trimmomatic v.0.32^48^, and afterward, a custom Python script (run with Python v.2.7.13) was used to remove reads with undetermined bases. Alignment of processed reads was performed using STAR v.2.5.3.a using GENCODE mouse release M15 (GRCm38)^49^. Aligned reads were then quantified using RSEM v.1.3.0^50^ and transcripts per million (TPM) were retrieved.

In order to identify genes showing interaction effect between cell lines and culture type, differential expression analysis was done using DESeq2 package for R software v.3.5.0^51^. Likelihood-ratio tests were done for each gene fitting a model adjusted for cell line, culture type, batch, and the interaction effect.

A preranked Gene Set Enrichment Analysis (GSEA, v2.2.07)^52^ was run with genes ranked using the negative logarithm (base 10) of the *p*-value and the sign of the beta coefficient from the differential expression model. For the interaction analysis, a positive-interaction beta coefficient denotes a higher slope in D2OR. This can correspond to multiple biological behaviors: upregulation in D2.OR 3D vs. 2D and downregulation in D2A1 3D vs. 2D, upregulation 3D vs. 2D in both D2OR and D2A1 but stronger in D2.OR, and downregulation 3D vs. 2D in both D2.OR and D2A1 but stronger downregulation in D2A1. 

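The fitted signs of the log2-fold changes show which of these behaviors each gene list had, without a test of each gene. Of the 54 G2/M genes, all had a negative interaction. In 50 of them expression rose in 3D in both cell lines and rose more in D2A1, and in 4 it rose in D2A1 and fell in D2.OR. Of 43 S phase genes, 39 rose in both and more in D2A1. For ribosomal proteins, the fitted change was a rise in D2A1 and a fall in D2.OR in 74 of 81, and a rise in both in 5. The fall in D2.OR was not seen in every batch, as the mean change of the list there was -0.51 in batch 1, -0.07 in batch 2 and 0.07 in batch 3 (NES -2.35, fgsea, adjusted p = 1.13e-09; with fry, 0.436). This list had an NES of -3.38 in the interaction (fgsea, adjusted p = 1.36e-37; with fry, 0.0895), and 65 of its genes passed in edgeR when adjusted over the list alone, against 0 over all genes tested. Of the 59 lysosome genes, 47 had a positive interaction, and 30 of these fell in both cell lines and fell more in D2A1 (NES 2.46, fgsea, adjusted p = 2.88e-10; with fry, 0.0895). Of the 33 fatty acid oxidation genes, 26 rose in D2.OR and 10 rose in D2A1.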

Analogously, a negative-interaction beta coefficient corresponds to the opposite behaviors. A total of 4018 gene sets were tested after filtering for minimum set size of 30 genes, including specific sets to assess dormancy^53^ and senescence^54^, but also more general gene sets, like hallmarks, canonical pathways (KEGG, Biocarta, Reactome, and PID), and gene ontology, from MSigDB v.7.0^55^. For graphical representation, gene sets were clustered by gene overlap.

In order to assess intrinsic subtypes (PAM50) from the cell lines, we used Uniform Manifold Approximation and Projection (UMAP), a nonlinear dimension-reduction technique. To do so, we used primary breast cancer TCGA data (TPM downloaded from TCGA2BED)^56^ with available PAM50 information^57^ and computed a UMAP using a mouse-derived intrinsic subtype 1841-gene signature^58^, *n* = 50 neighbors and a minimal distance of 0.2.

### COBRA karyotyping

Metaphases from mouse cell lines were harvested using standard techniques, described in detail^59^. Multicolor fluorescence in situ hybridization (dubbed as COBRA-FISH) using mouse chromosome painting set to identify each chromosome was prepared and hybridized as presented in the detail published protocol^60^, following the procedure, including image acquisition and software tools.

### Animal experiments

All animal experimental protocols were approved by the animal welfare committee of the Leiden University Medical Center and the Dutch Animal Experiments Committee. Female BALB/c mice, aged between 8 and 12 weeks, were used exclusively.

Mice were injected with 1 × 10^6^ D2 H2B-Dendra2 cells loaded with DiI in the mesenteric vein. In short, mice received buprenorphine (0.01 mg/kg (Temgesic)) 30 min before surgery. Mice were anesthetized using injection anesthetics (70 mg/kg ketamine (anesketin) and 0.7 mg/kg medetomidine hydrochloride (sedastart) injected i.p.). Surgery was performed under aseptic conditions. A midline incision of ~1 cm was made in the belly region, the intestines were placed on a sterile gauze. Using a binocular, injection of tumor cells was performed in the mesenteric vein. Afterward, the puncture wound was closed by pressure using a q-tip, and the animal closed using a suture. After surgery, mice received 1 mg/kg atipamezole hydrochloride (antisedan) s.c. to wake up. About two weeks after injection, mice were sacrificed and the liver was harvested and fixed for one day in PLP-fixation mix (1% paraformaldehyde, 0.2% NaIO_4_, 61 mM Na_2_HPO_4_, 75 mM L-lysine and 14 mM NaH_2_PO_4_ in H_2_O). After fixation, tissues were incubated in 30% sucrose in PBS for >6 h, and frozen in tissue freezing medium (OCT). About 10-μm sections were obtained at three different heights of the liver (at least 250-μm apart). Sections were embedded in vectashield (hardset with DAPI), and imaged on the slide scanner (3DHISTECH panoramic 250).

### Intravital microscopy

Mice were injected with 1 × 10^6^ D2 H2B-Dendra2 cells loaded with DiI in the mesenteric vein. About 16 days later, the liver was surgically exposed and intravitally imaged on a Zeiss LSM 710 NLO upright multiphoton microscope equipped with a Mai Tai Deep See multiphoton laser (690–1040 nm) and a custom-fit stage with window holder. During imaging, the mice were anesthetized using isoflurane. Tumor cells visible underneath the window were recorded at multiple positions using z-stack timelapses. Images were collected in 8-bit and 512 × 512 pixels, with an xy-resolution of 0.25–083 μm and a z-resolution of 3 μm per pixel. Z stacks were recorded every 20 min for ~3 h. Dendra2 and DiI were excited with 960 nm, and emission was collected in BiG NDD (510–550 nm), BiG NDD (575–620). Timeseries were registered using the ImageJ FIJI plugin Descriptor-based series registration (2D/3D + t). Maximum projections were made of 2 or 3 Z planes. Some images were smoothed and gamma-corrected to enable visualization of lower-intensity cells.

### Scratch assay

In total, 25.000–50.000 D2.OR or D2A1 cells were plated in 96 wells plated in DMEM containing 10% FBS and pen/strep. The next day, wells were scratched according to Incucytes protocol, washed with PBS, and placed in serum-free DMEM. About 2–4 h after scratching the imaging started. At least seven wells per condition per experiment were imaged every 2 h. The scratch wound at the start of imaging was used to determine the relative percentage invasion of cells in that area over time. The wells were grouped to produce one number per experimental condition, then three experiments were combined for the analysis.

### Random-migration assay

D2.OR or D2A1 cells were plated on 0.2% gelatin-coated coverslips or on tissue culture-treated Ibidi μ-slides, and imaged at a temperature-controlled (37 C), humidified, CO_2_-controlled Leica AF6000 microscope for 19–24 h. Pictures were taken every 30 min–3 h, and were analyzed using the ImageJ Manual Tracking or Trackmate package.

### Invasion assay

In total, 5*10^4^ D2.OR and D2A1 cells (serum-starved 24 h) were plated in serum free medium on a Corning Biocoat Growth factor-reduced Matrigel invasion chambers (#354483). They were allowed to migrate toward a 10% FBS gradient in the lower compartment for 24 h. The Matrigel was removed, and the lower compartment stained with crystal violet and imaged with a 20x objective. The number of cells per field of view was quantified manually, and 10 fields of view per experiment were combined for quantification.

### Statistical analyses

Data were analyzed using software Graphpad Prism v5. Student’s *t*-test, Mann–Whitney U test, or one- or two-way ANOVA statistical tests were used where appropriate. Statistical significance was defined as n.s. *P* ≥ 0.05, *P ≤ 0.05, **P ≤ 0.001, ***P ≤ 0.001, ****P ≤ 0.0001. A post hoc analysis was only performed if a significant interaction was found. In the legend or figures, only significant analyses are shown, unless otherwise stated. Quantitative data are presented as the mean ± standard error of the mean, unless stated otherwise.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Data 1

Supplementary Data 2

Supplementary Information

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

The sequencing data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^61^ and are accessible through GEO Series accession number GSE172882. These are associated with Figs. 1**a**, 3**b–d**, supplementary figs. 1 and 9b.

# Supplementary material for: Breast cancer dormancy is associated with a 4NG1 state and not senescence
**Source:** NPJ Breast Cancer. 2021 Oct 27;7:140. doi: 10.1038/s41523-021-00347-0
**Supplement:** Supplementary file 3 — Supplementary Information

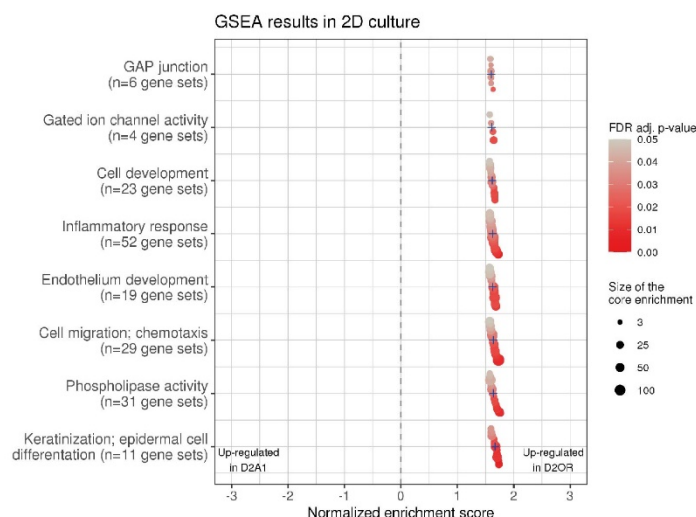

**Supplementary Fig. 1: D2 cells are considered to be of the ER+/HER2+ basal subtype.** GSEA analysis on the differential expression between D2A1 and D2.OR cultured in 2D. Gene-sets ordered by normalized enrichment score (NES) within each cluster. Blue crosses represent average NES in each cluster. Point color represents FDR-adjusted p-value and size represents core enrichment.

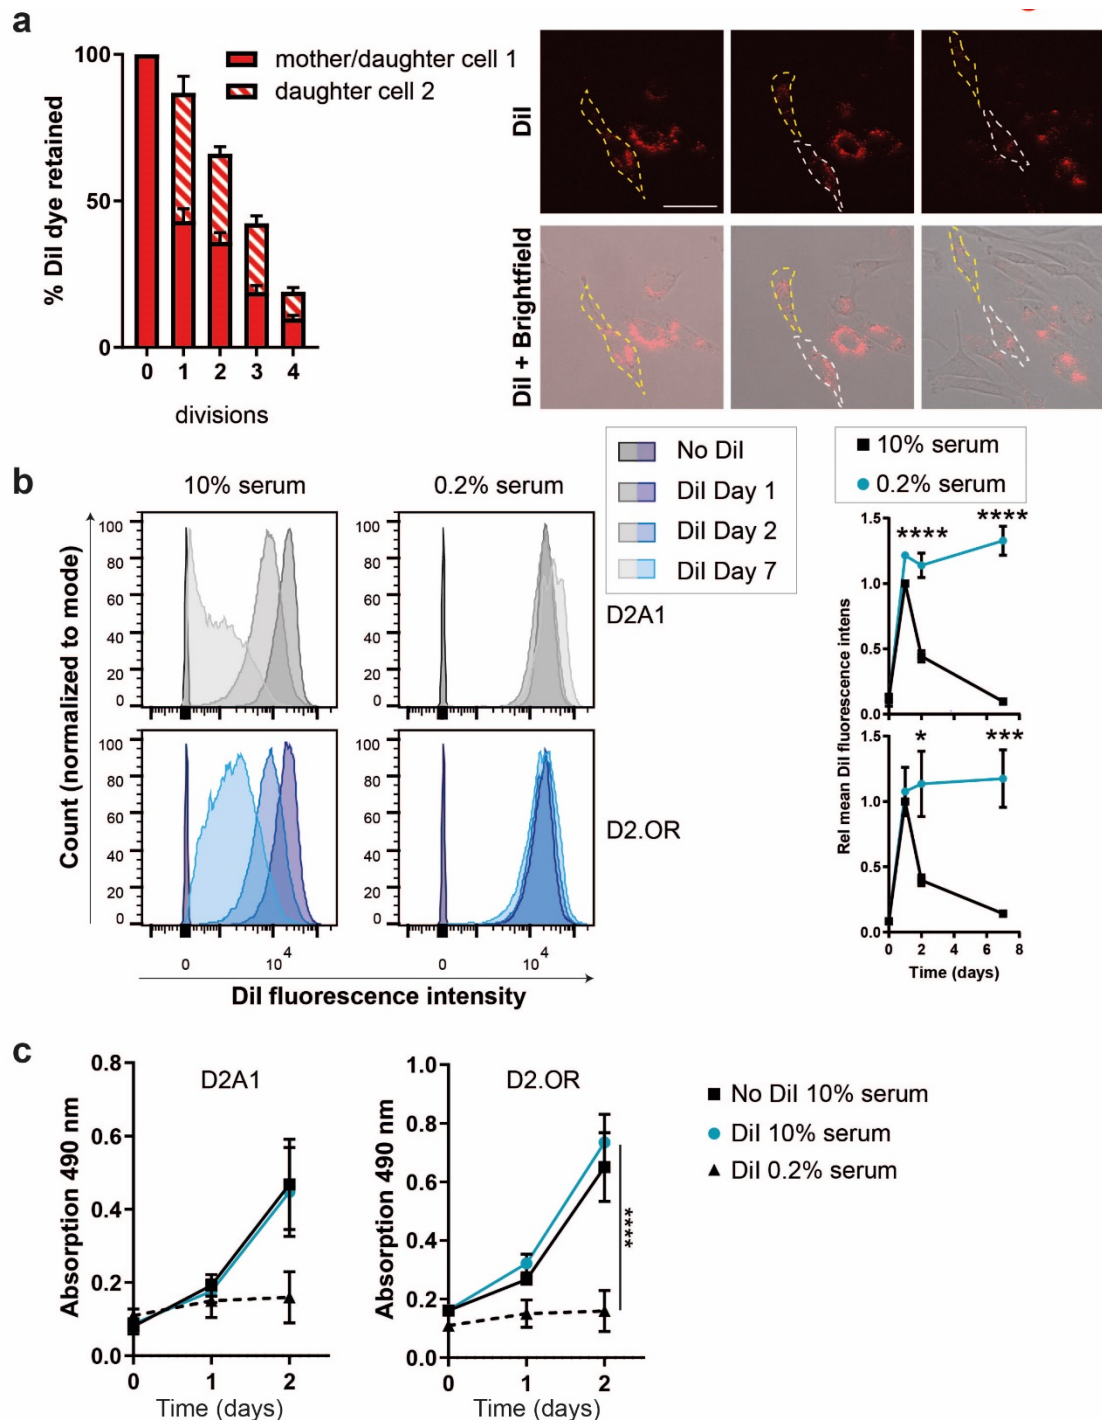

**Supplementary Fig. 2: The effect of Dil loading of D2 cells.** **a** Quantification (left) of live cell imaging time series (right) of D2A1 cells in 2D. Individual cells were tracked and total Dil fluorescence intensity per cell was determined (background subtracted) for mother cells (yellow dashed line) and subsequent daughter cells (white / yellow dashed line). N = 5 cells, scalebar, 50  $\mu$ m. **b** FACS plots depicting D2 cells loaded with Dil and cultured (in 10 or 0.2% FBS) for 1, 2 or 7 days. Quantification on the right. N = 3. Interaction D2A1 (time x serum),  $F(3, 14) = 5.470$ ,  $P = *$ . Interaction D2.OR (time x serum),  $F(3, 14) = 38.12$ ,  $P = ****$ . **c** Quantification

of MTS assay of D2 cells loaded with or without Dil, cultured in 10% or 0.2% FBS for 0,1, and 2 days. N = 3. Interaction D2A1 (time x condition),  $F(4,12) = 3.426$ ,  $P = *$ .

Interaction D2.OR (time x condition)  $F(4,12) = 5.144$ ,  $P = **$ .

P value was calculated using 2-way RM ANOVA. Error bars, s.e.m

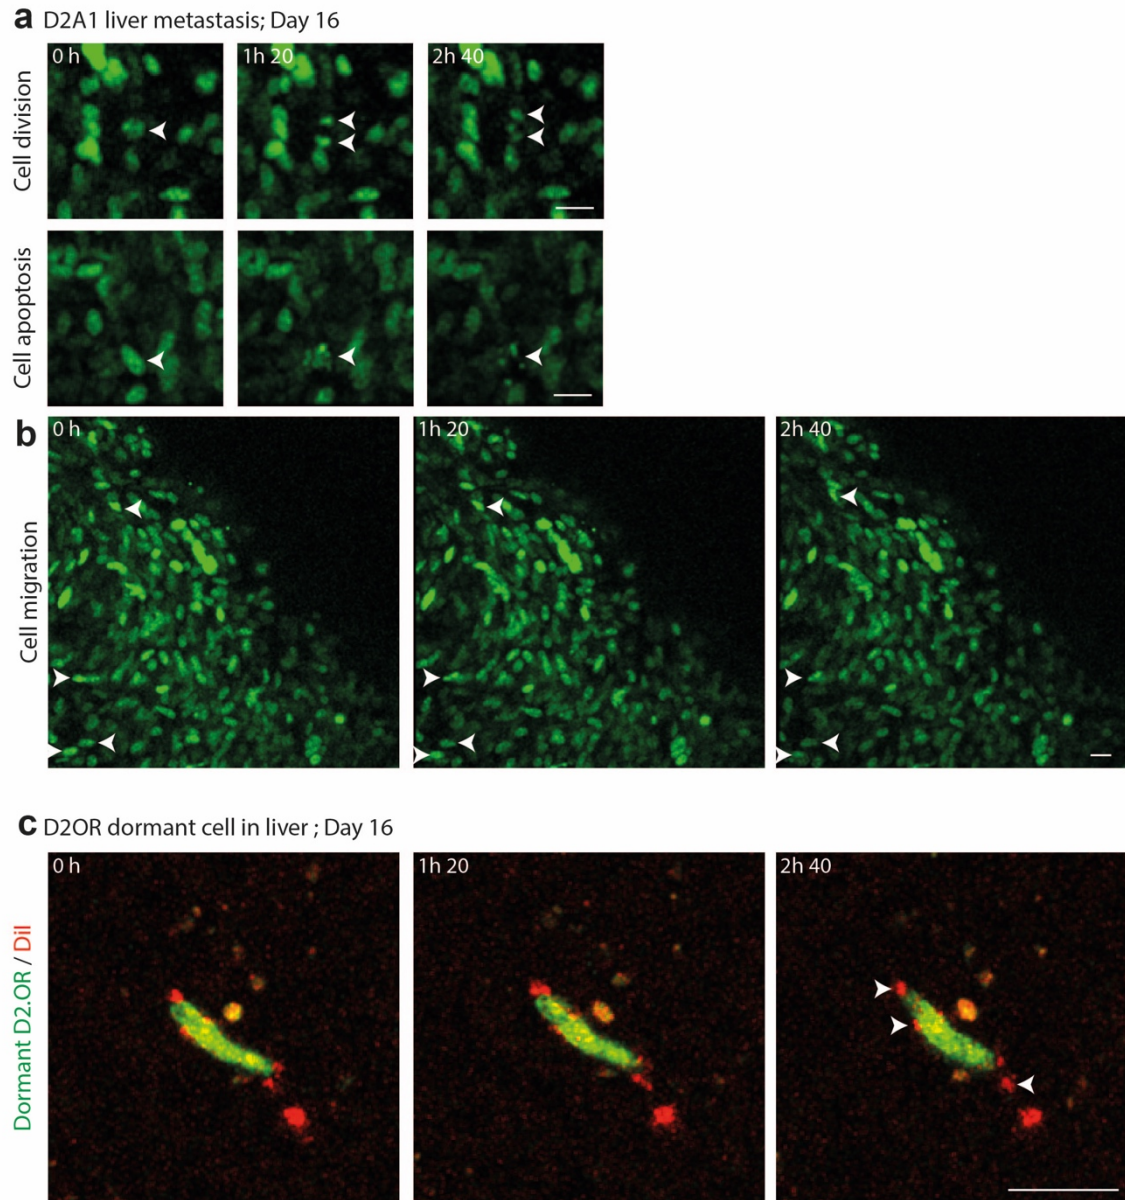

**Supplementary Fig. 3: Intravital imaging of D2A1 and D2.OR cells in the liver. a-**

**d** D2A1 and D2.OR H2B-Dendra2 cells were intravitaly imaged 16 days after injection in the mesenteric vein for ~3 hours. In D2A1 liver metastases cell division (a), apoptosis (a) and cell migration (b) were observed. D2.OR cells were loaded with Dil before injection, which was retained at day 16 (c). During 3-hour movies, the cells showed no signs of division, apoptosis or migration. Arrowheads indicate D2A1 cell division/apoptosis/migration or Dil dye in a D2.OR cell. Scalebars, 20  $\mu$ m.

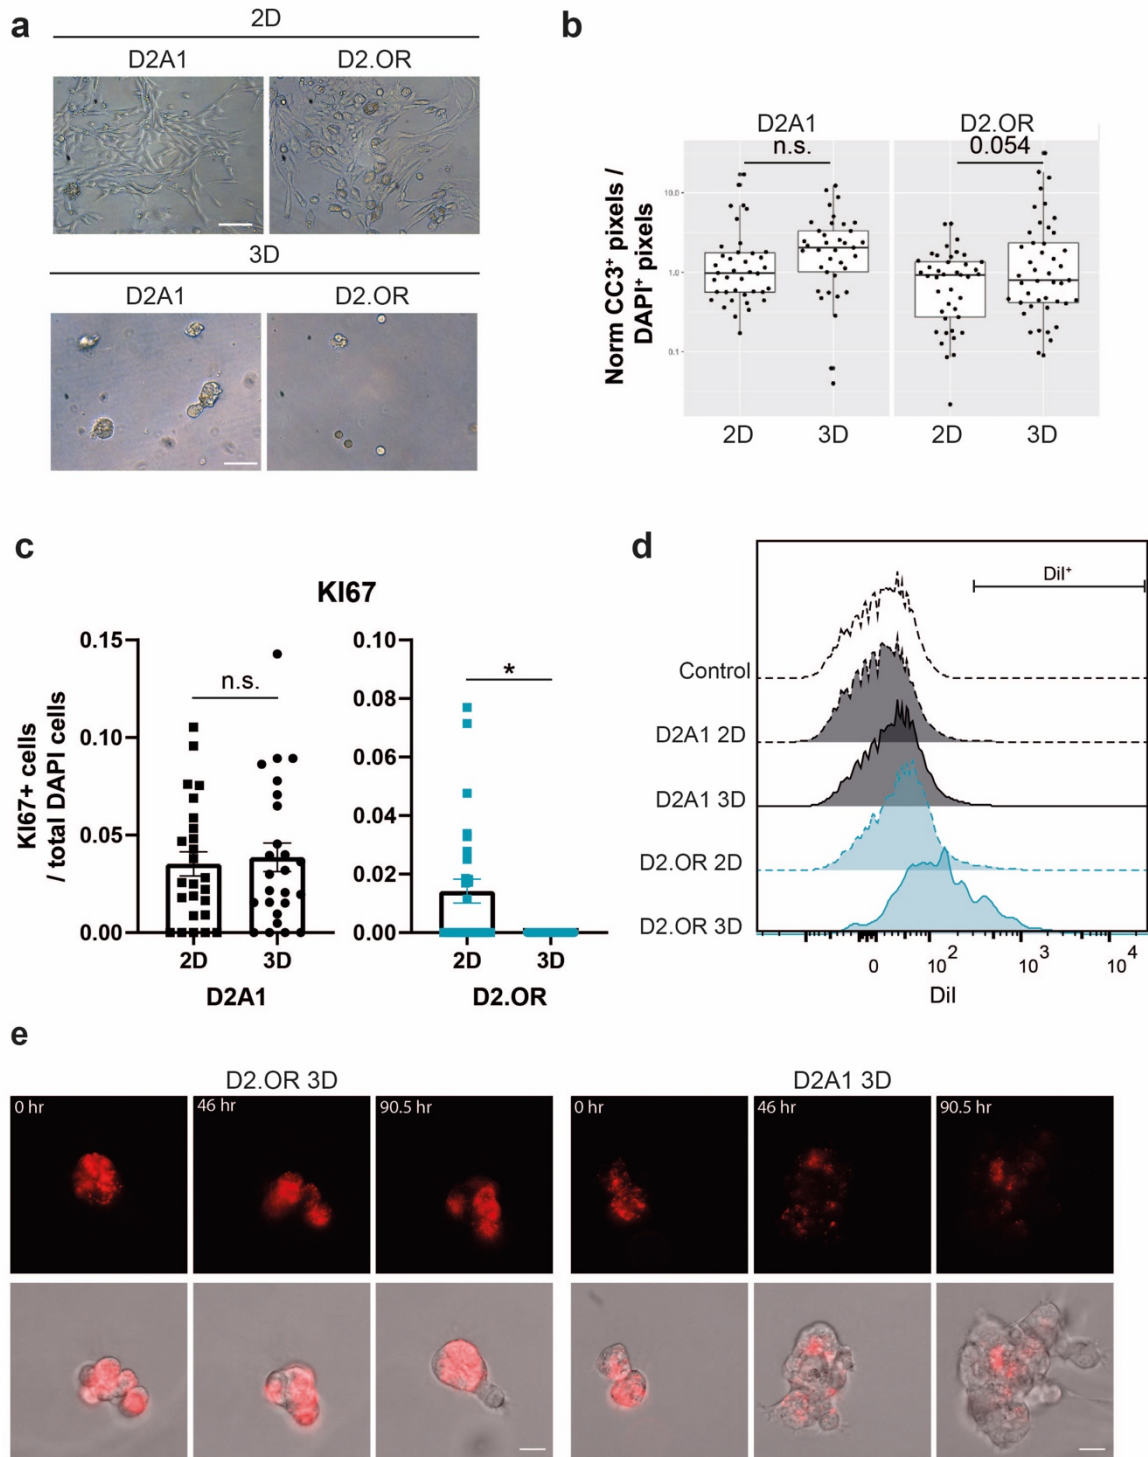

**Supplementary Fig. 4: D2.OR cells are dormant in an *in vitro* 3D condition.** **a** Images of D2 cells cultured in 2D or 3D for 6 days. Scalebar, 100  $\mu$ m. **b** Quantification of immunostaining of D2 cells cultured for 4 days; per FOV cleaved caspase 3 (CC3)<sup>+</sup> pixels were divided to DAPI<sup>+</sup> pixels to account for the number of cells, and normalized per replicate to D2OR 2D. N  $\geq$  37 FOV in 4 replicates. Boxplot: median (centre line), 25/75 (box) and 5/95 (whiskers) percentile. **c** Quantification of

immunostaining of D2 cells cultured for 4 days; percentage of KI67+ cells per FOV. N = 25 FOV of 4 replicates. Error bar, s.e.m. **d** FACS plot related to figure **2b**. **e** Microscopy images from a time series of D2 cells loaded with Dil and grown in 3D for 4 days, imaged every 30 mins. Upper panels; Dil. Lower panels; Dil and brightfield. Scalebar, 20  $\mu$ m. P values were calculated by 2-way ANOVA or nested t test.

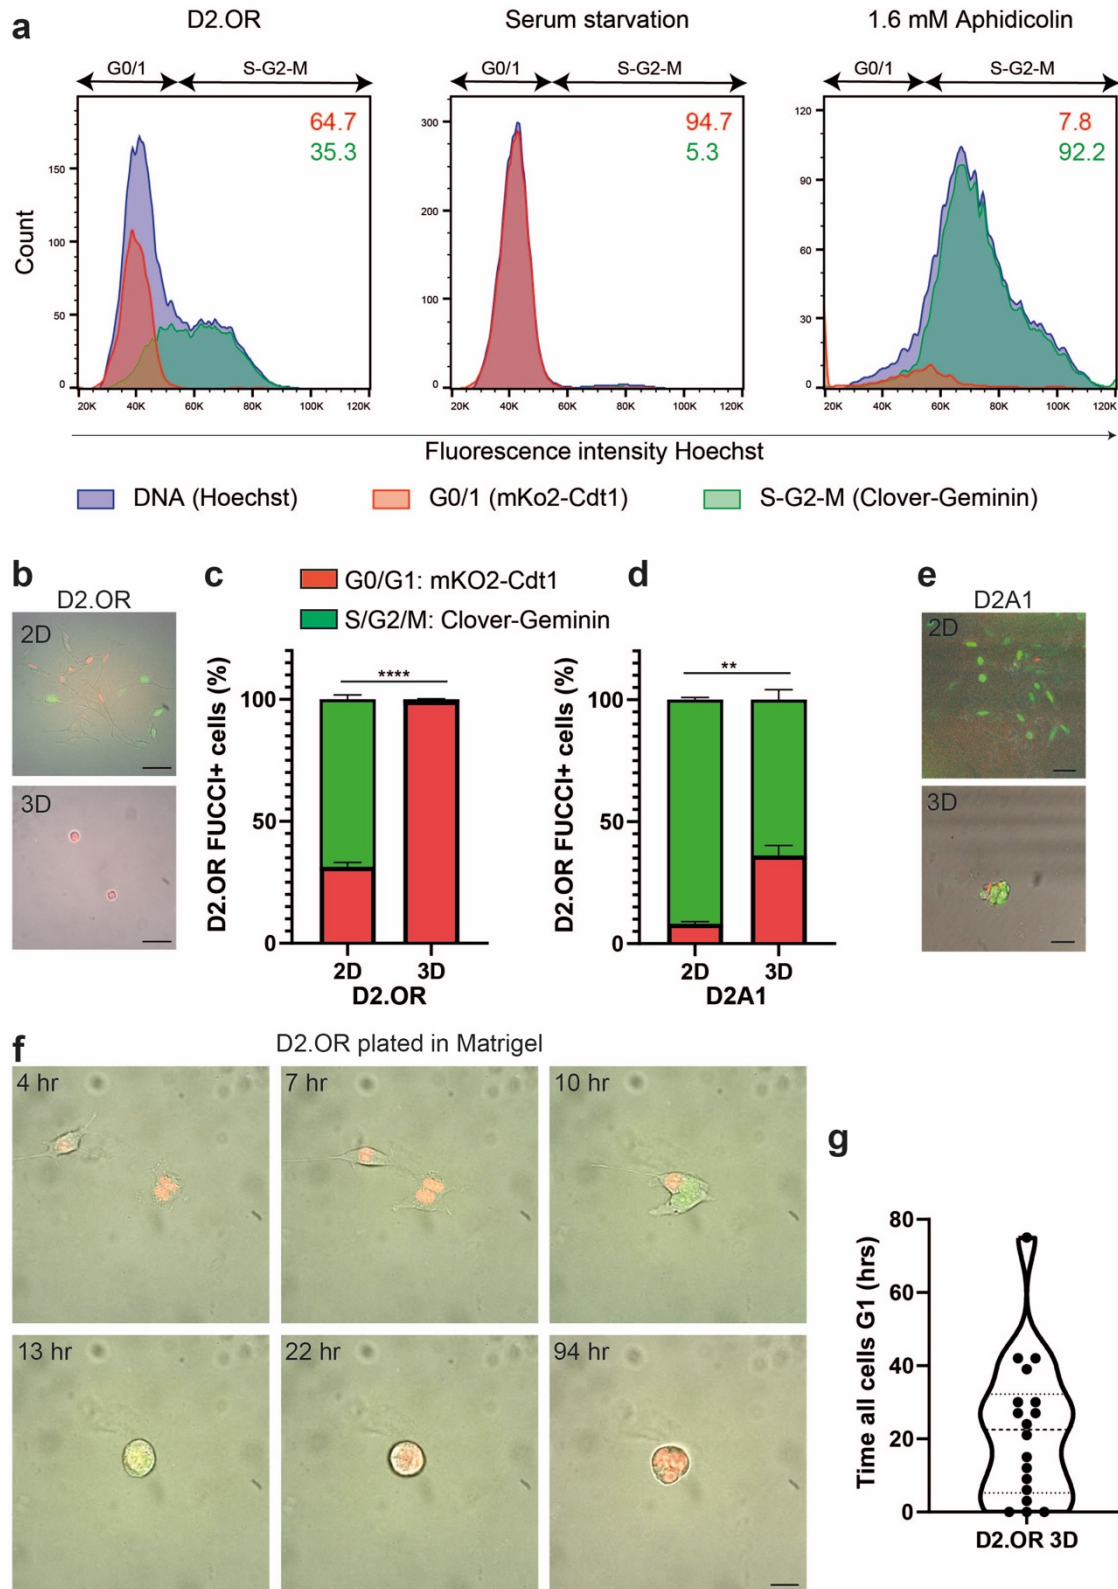

**Supplementary Fig. 5: Characterization of D2.OR Fucci cells.** **a** FACS plots depicting cell cycle status (based on Hoechst) of D2.OR cells in 2D treated with serum starvation (0.1% FBS) or aphidicolin [1.6mM] for 24 hrs. The percentage of mKo2 (red) or Clover (green) cells based on the Hoechst population is shown in the

top right corner. **b-e** Quantification of Fucci mko2<sup>+</sup> or Clover<sup>+</sup> D2.OR (c) or D2A1 (d) cells in microscopy images (b,e). D2.OR or D2A1 Fucci cells were cultured for 2 days in 2D and for 7 days in 3D. N = 3 tilescaans in duplo. Scalebar, 50  $\mu$ m. Error bar, s.e.m. **f** related to **Movie 2**. Images from time recordings of D2.OR Fucci cells plated in Matrigel. The time indicates the time after plating in Matrigel. Images were taken every 3 hours. Scalebar, 20  $\mu$ m. **g** Related to **fig. 2d**. D2.OR Fucci cell clusters in 3D were analyzed in time lapse movies to determine the time until all cells in that cluster were mKo2<sup>+</sup>. N = 18 clusters. P value was calculated by nested two-sided t test.

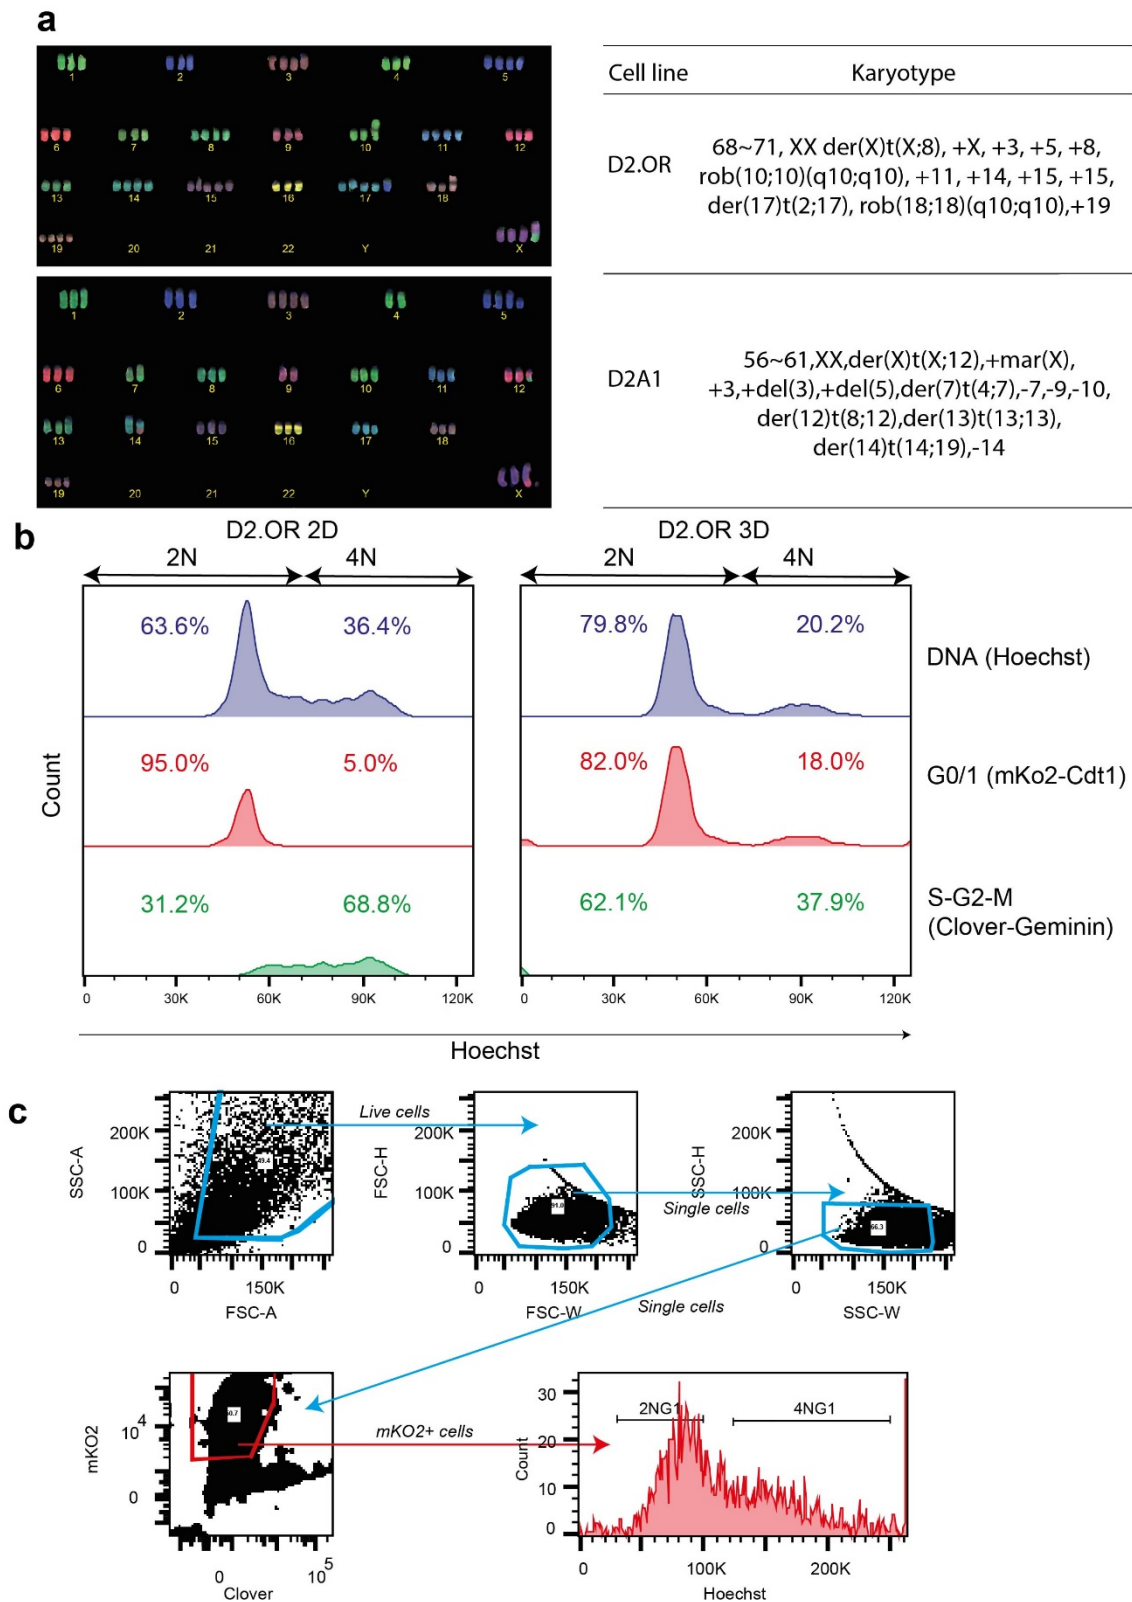

**Supplementary Fig. 6: D2 cells are polyploid. a** Cobra karyotyping of D2.OR and D2A1 cells in 2D. **b** FACS analysis related to **Fig. 2f**. Cell cycle analysis based on Hoechst is shown. Percentages indicate cells in 2N or 4N gate for that color. **c** related to **Fig. 2g-h**. FACS sorting and gating strategy for D2.OR cells grown in 3D

for 5 days and extracted from the Matrigel before subjected to sorting. The 2NG1 and 4NG1 gates were sorted, after which cells were plated on microscopy dishes and subjected to live cell microscopy for 5 days (imaging every 2 hours) to determine time until first division.

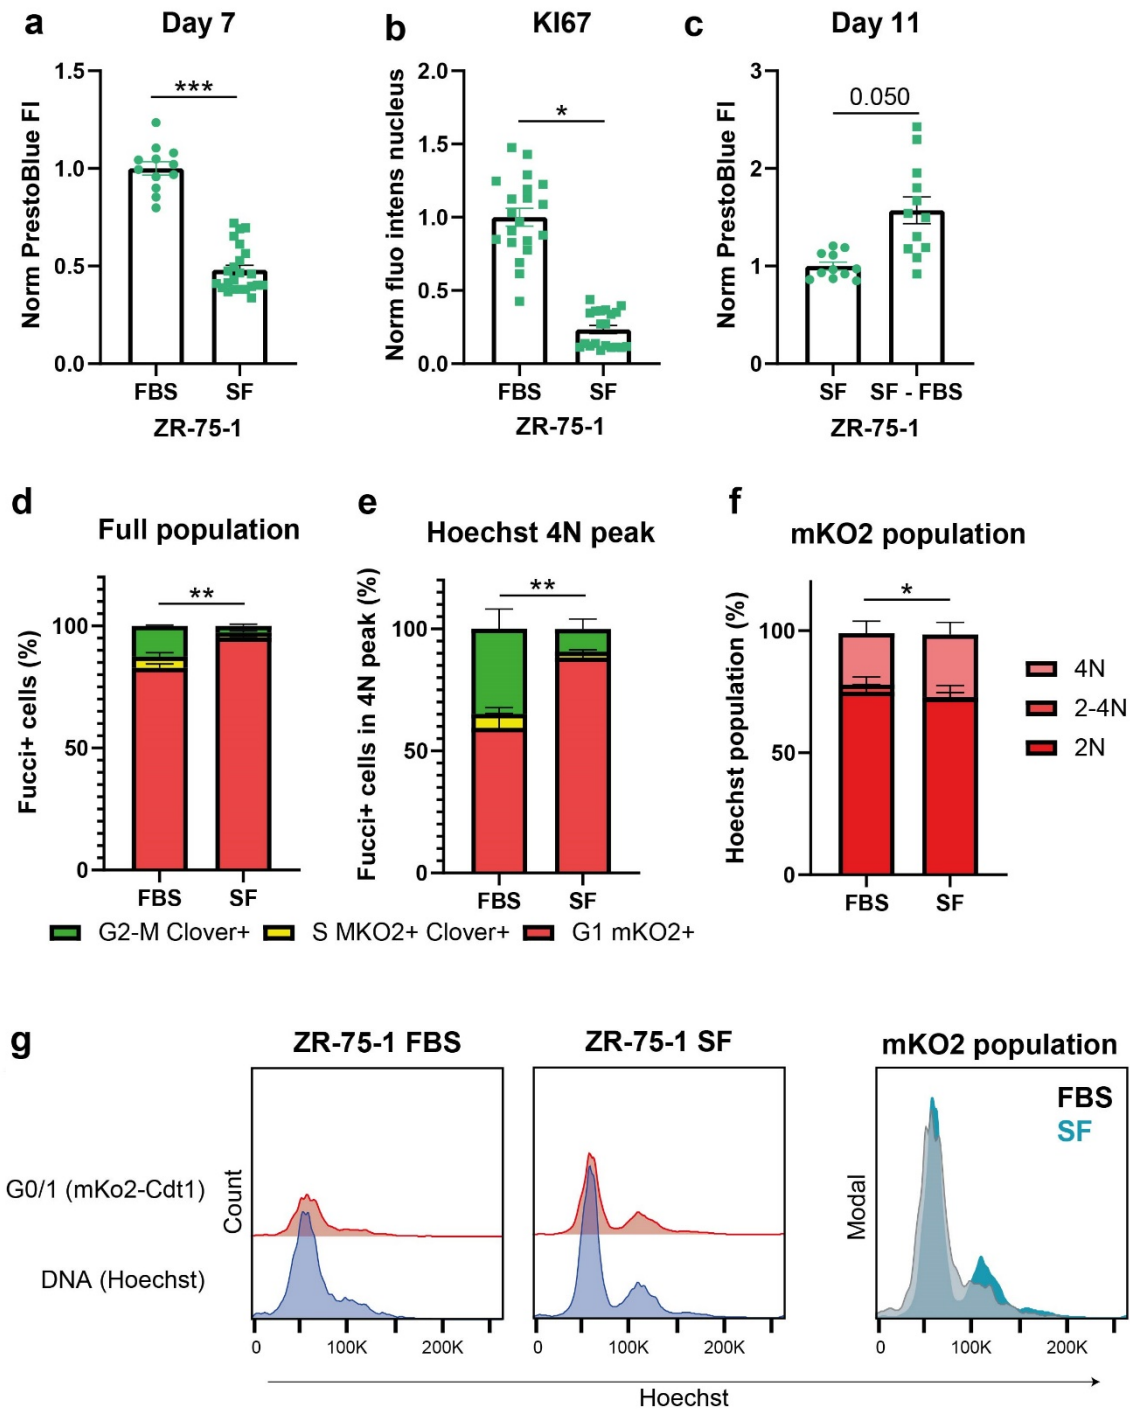

**Supplementary Fig. 7: Characterization of the ZR-75-1 cell cycle arrest. a**

Proliferation analysis of ZR-75-1 cells in 10% FBS or serum free (SF) culture conditions in 2D, using PrestoBlue cell viability assay. N = 4 replicates in  $\geq$ triplo. **b** Quantification of nuclear KI67 staining intensity of ZR-75-1 cells cultured for 7 days in 10% FBS or SF conditions. Replicates normalized to FBS. N = 20 field of view (FOV) of 2 replicates. **c** Proliferation analysis of ZR-75-1 cells in 10% FBS or serum free (SF) culture conditions in 2D, using PrestoBlue cell viability assay. N = 4 replicates in

≥triplo/duplo. **d** Quantification of the percentage of ZR-75-1Fucci<sup>+</sup> cells (either Clover<sup>+</sup> or mKO2<sup>+</sup>) after 7 days of culture by FACS. t test on mKO2 population. N= 3. **e** Quantification of the percentage of ZR-75-1Fucci<sup>+</sup> cells (either Clover<sup>+</sup> or mKO2<sup>+</sup>, or double positive) in the Hoechst 4N gate after 7 days of culture by FACS. N = 3. T test on mKO2 population. **f** Quantification of FACS analysis showing the percentage of mKO2<sup>+</sup> ZR-75-1 Fucci<sup>+</sup> cells containing 2N or 4N DNA (measured by Hoechst) after 7 days of culture. N = 3. T test on 4N population. **g** FACS plots showing the mKO2 and Hoechst profiles for ZR-75-1 cells. Related to d-f.

P values were calculated by two-sided paired T test or nested T tests. Error bars, s.e.m.

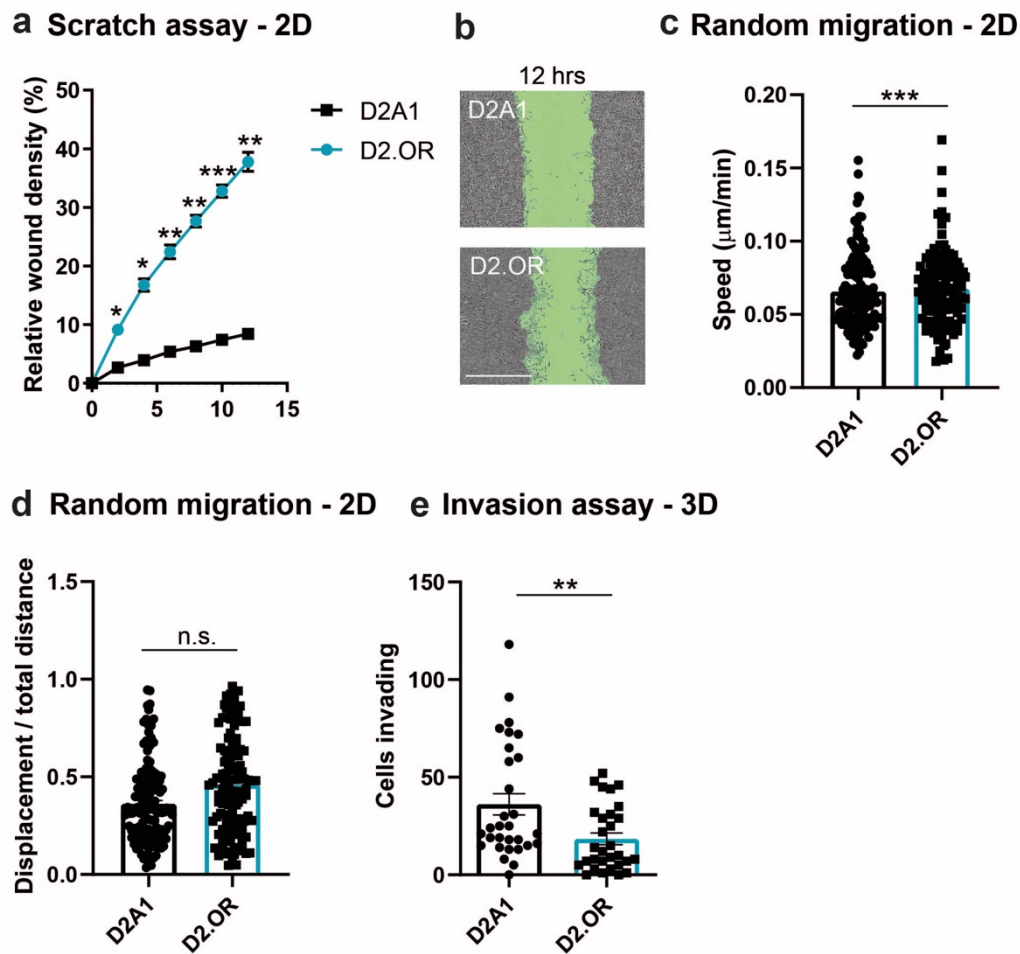

**Supplementary Fig. 8: Characterization of D2 cell migration *in vitro*.**

**a** Quantification of relative wound density 2-4 hours after scratching. **b** representative images (green, initial wound; grey, brightfield signal of the cells). Scalebar,  $\mu\text{m}$ . Time x cell line,  $F(6,24) = 237.2$ ,  $P = ****$ . *Post hoc* test, D2A1 vs D2.OR various times indicated in figure.  $N = 3$  with  $>7$  repeats. P value was calculated using 2-way RM ANOVA. **c-d** Quantification of speed of cells (c) or displacement (d) in representative *in vitro* 2D random migration experiment, each dot represents a cell. Multiple cells per  $\geq 3$  fields of view were quantified.  $N = 3$  experiments. **e** Quantification of number of cells that invaded a Matrigel-covered transwell in 24 hours.  $N = 3$  experiments with each 10 fields of view.

P values were calculated by repeated measures ANOVA, or T tests. Error bars, s.e.m.

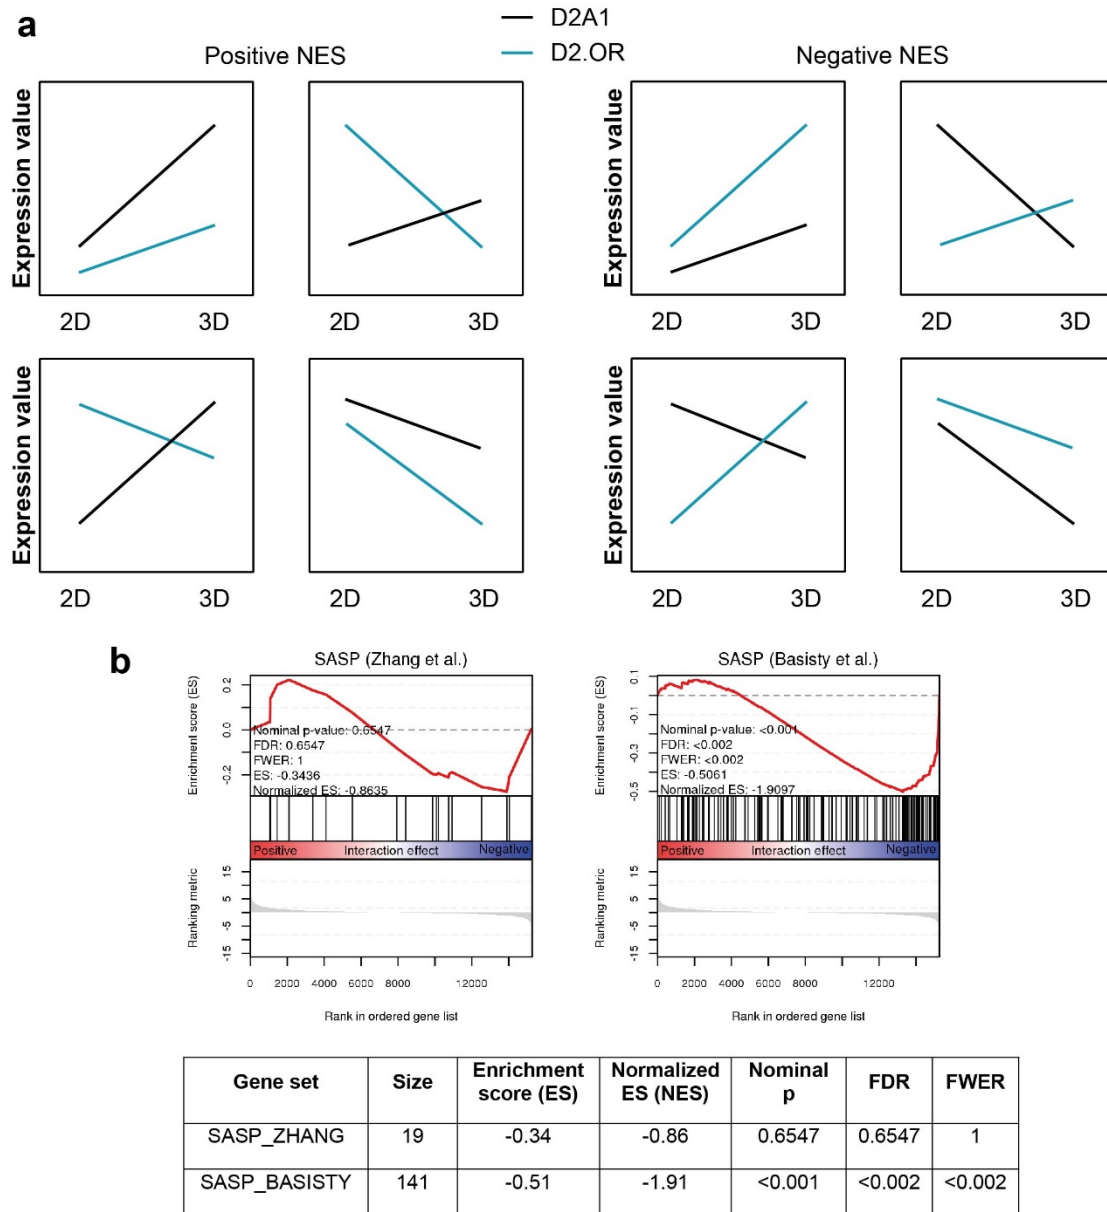

**Supplementary Fig. 9: Gene set enrichment analysis of D2 cells. a** Related to **Fig 3b**. Cartoon explaining the interaction effects that result in a positive or negative normalized enrichment score (NES). **b** GSEA analysis of a published dormancy signature (Zhang *et al*) (**c**) or senescence signature (Basisty *et al*) (**d**) on the interaction effect when comparing D2A1 and D2.OR in 2D and 3D. ES, Enrichment score; RM, ranking metric.

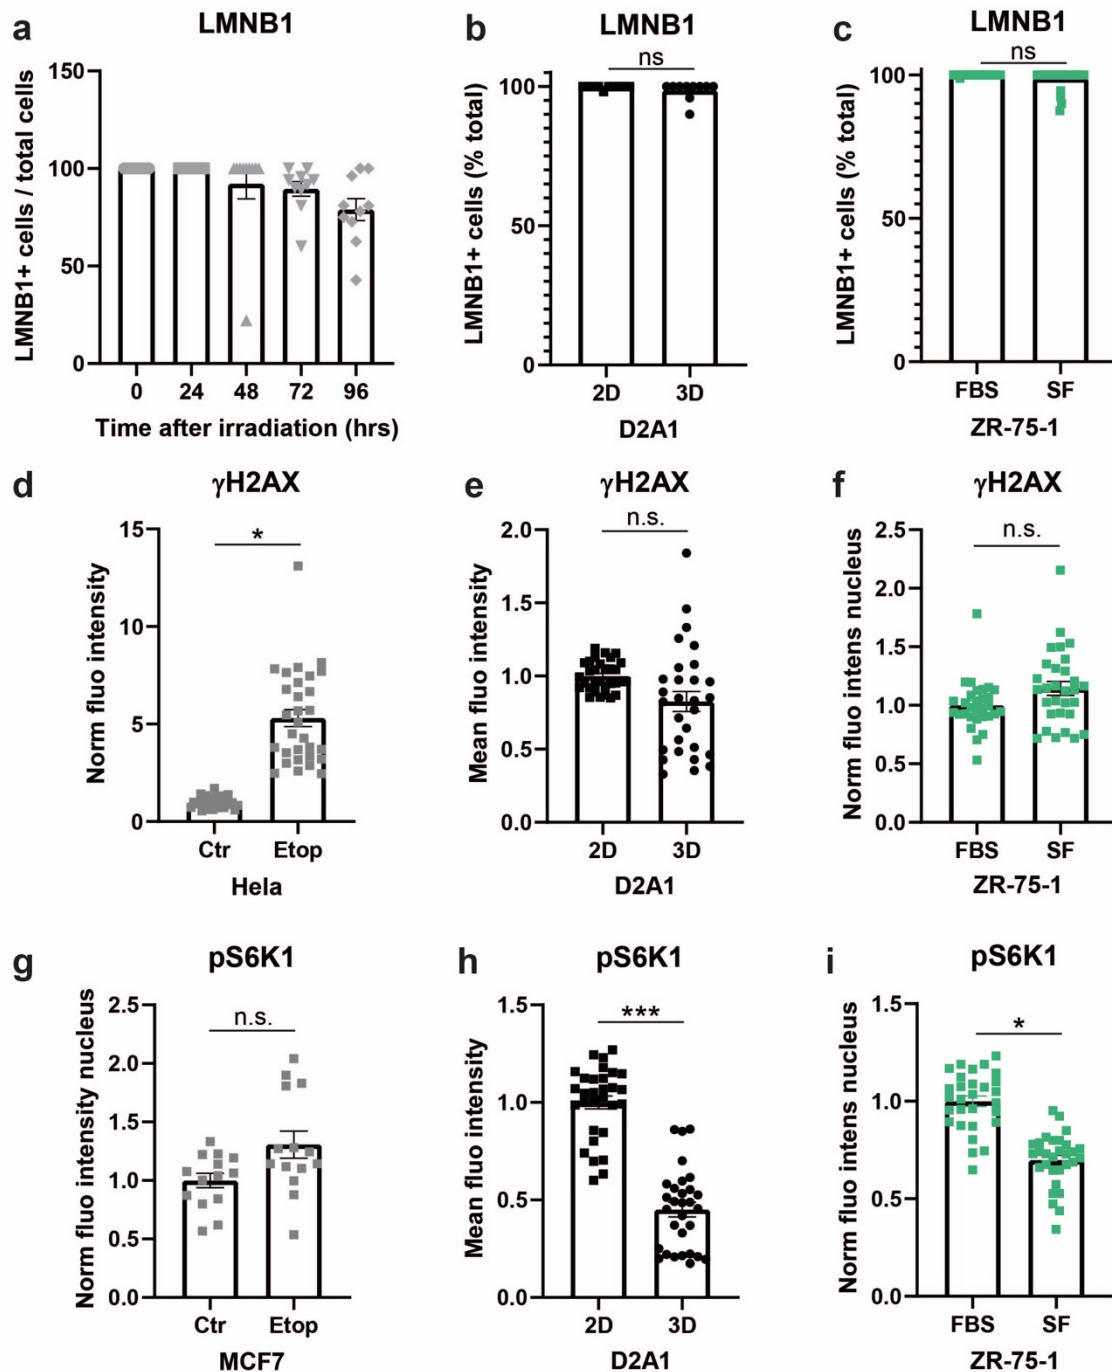

**Supplementary Fig. 10: Characterization of senescence associated markers by immunofluorescence.** **a,d,g** Senescence control, more details below. **b,e,h** D2A1 cells were cultured in 2D or 3D for 5 days and then subjected to immunofluorescence. Replicates normalized to 2D. N = 3, with 10 fields of view (FOV) per replicate. **c,f,i** ZR-75-1 cells were cultured in 2D for 7 days in 10% FBS or serum free (SF), and then subjected to immunofluorescence. Replicates normalized to FBS. N = 3, with 10 FOV per replicate. **a-c** Quantification of the percentage of indicated LMNB1+ cells in indicated culture conditions. **a** MCF7 cells cultured in 2D,

irradiated with 10 Gy (1Gy/min), and incubated for indicated time to induce senescence. Cells were then stained for DAPI and LaminB1. N = 10 FOV per condition. **d-f** Related to **Fig. 4c**. Quantification of nuclear  $\gamma$ H2AX staining intensity of HeLa cells cultured for 4 days in 2D. 24 hrs before fixation cells were treated with Etoposide (12.5  $\mu$ M) to induce senescence. Replicates normalized to HeLa. N = 32 field of view (FOV) of 3 replicates. **g-i** Left, Quantification of pS6K1 immunostaining of MCF7 cells cultured in 2D and treated with or without etoposide (12.5  $\mu$ M) (senescence control). Replicates are normalized to MCF7 vehicle. N  $\geq$  10 field of view (FOV) of 2 replicates.

P value was calculated by nested T-test. Error bars, s.e.m.

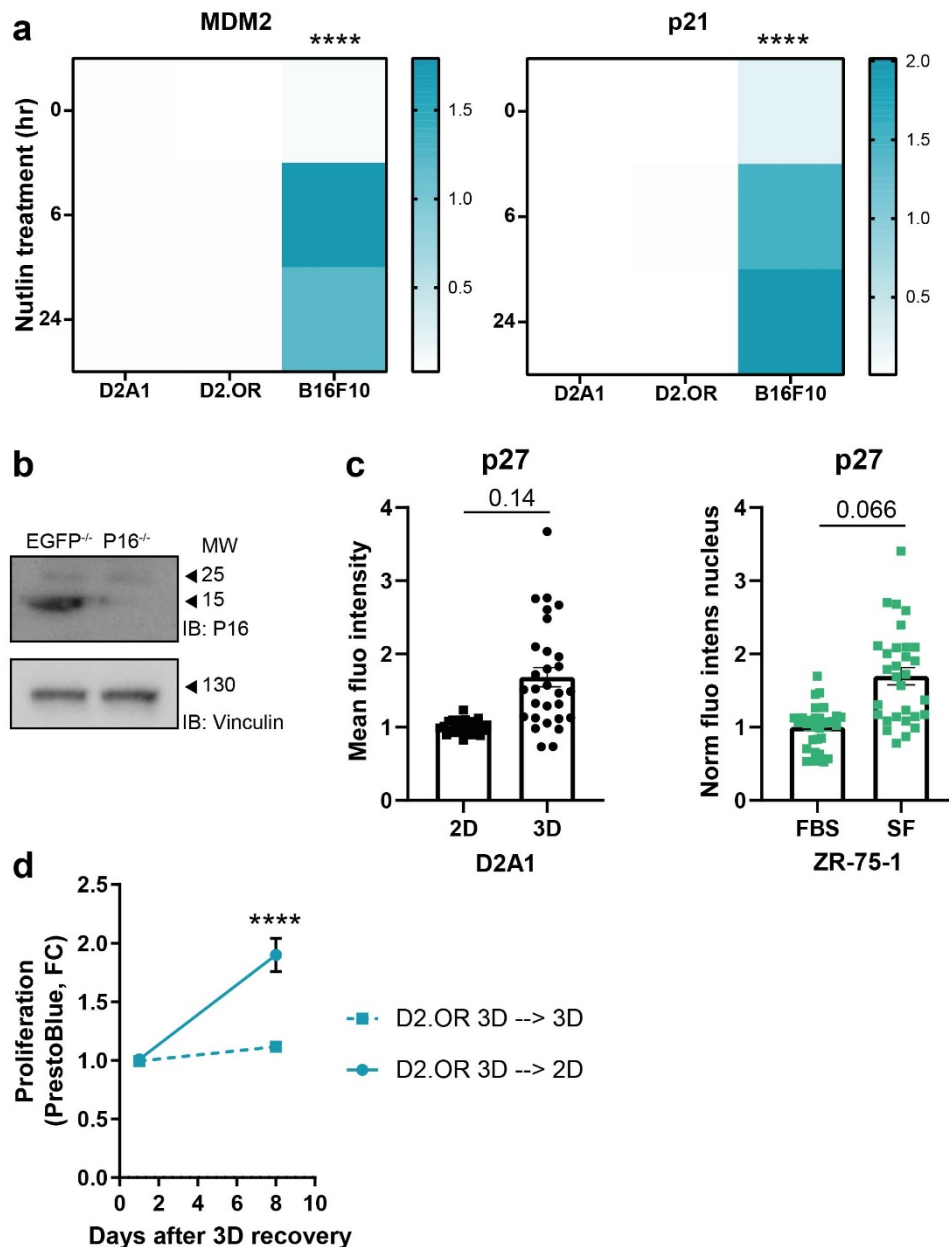

### Supplementary Fig. 11: Characterization of dormancy and senescence

**parameters.** **a** Heatmap showing qPCR normalized gene expression of D2A1, D2.OR and B16F10 (+ control) cells in 2D treated with Nutlin-3 [10  $\mu$ M] for 0, 6 or 24 hours. Interaction MDM2,  $F(4,18) = 426.9$ ,  $P = ****$ . *Post hoc* test, B16F10 vs D2.OR or D2A1,  $P = ****$ . Interaction p21,  $F(4,18) = 46.75$ ,  $P = ****$ . *Post hoc* test, B16F10 vs D2.OR or D2A1,  $P = ****$ . **b** Immunoblot showing lysates of D2.OR EGFP<sup>-/-</sup> and D2.OR p16<sup>-/-</sup> cells cultured in 2D. **c** Immunofluorescence quantification of nuclear p27 protein in D2A1 (left) or ZR-75-1 (right).  $N = 3$  replicates, with each 10 FOV per condition. **d** Quantification of D2.OR cell proliferation after extracting the cells from

3D and re-plating them into 2D or 3D. Time x cell,  $F(1,6) = 30.24$ ,  $P = **$ . *Post hoc* test, 3D vs 2D day 8,  $P = ****$ .  $N = 2$  in duplo.

P value was calculated by nested T-test or two way ANOVA test. Error bars, s.e.m.

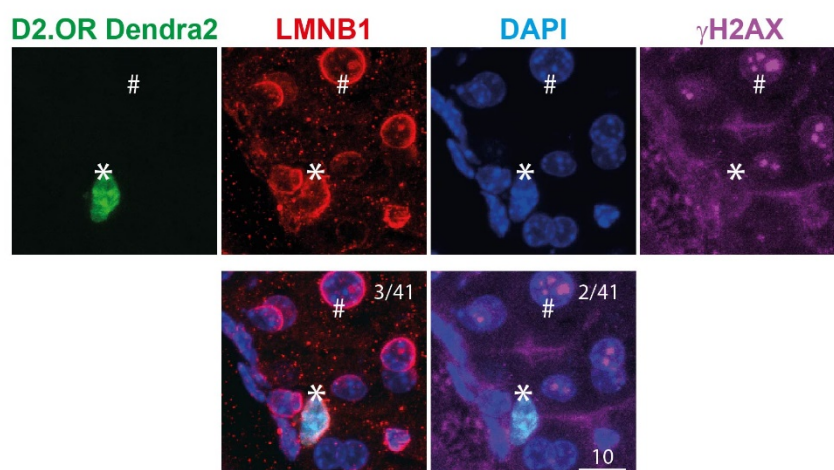

**Supplementary Fig. 12: Characterization of senescence parameters *in vivo*.**

Microscopy images of immunohistochemistry on liver sections containing single (dormant) D2.OR tumor cells (related to **Fig 1e**). LMNB1 and  $\gamma$ H2AX stainings were performed. Up; individual stains are indicated. Below; merge images are indicated. \* indicates dormant D2.OR cell, and # indicates hepatocyte (positive control for staining). The numbers at the upper right corner indicate the amount of LMNB1+ or  $\gamma$ H2AX- single D2.OR cells were present in the liver sections. Scalebar, 10  $\mu$ m.

**Related to Supplementary Fig 11b**

Colorimetric (ladder)

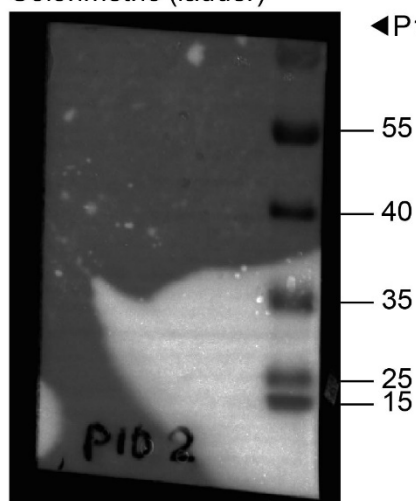

◀P16 Vinculin ▼

Colorimetric (ladder)

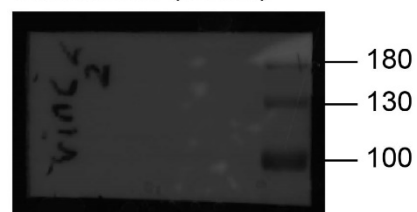

Composit

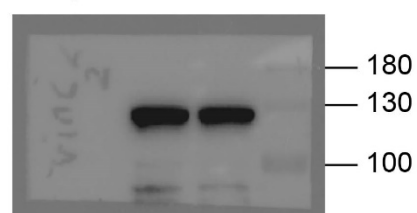

Composit

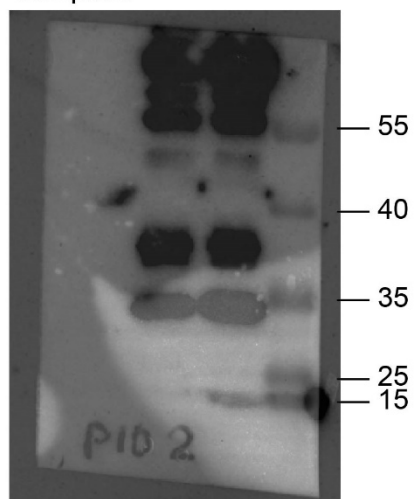

Chemiluminescence  
 (short exposure: used)

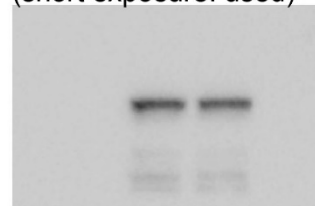

Chemiluminescence  
 long exposure: not used)

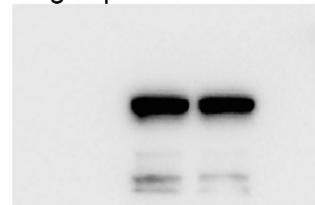

Chemiluminescence

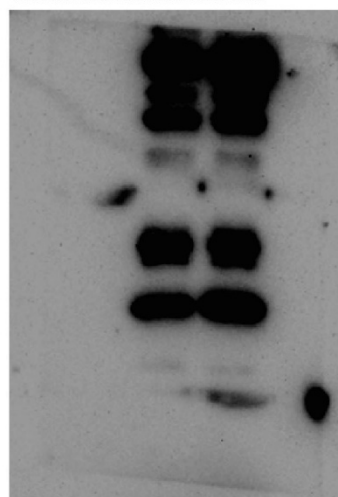

**Supplementary Fig. 13: Uncropped westernblot images related to Supplementary Fig 11b.**

**Related to Fig 4e**

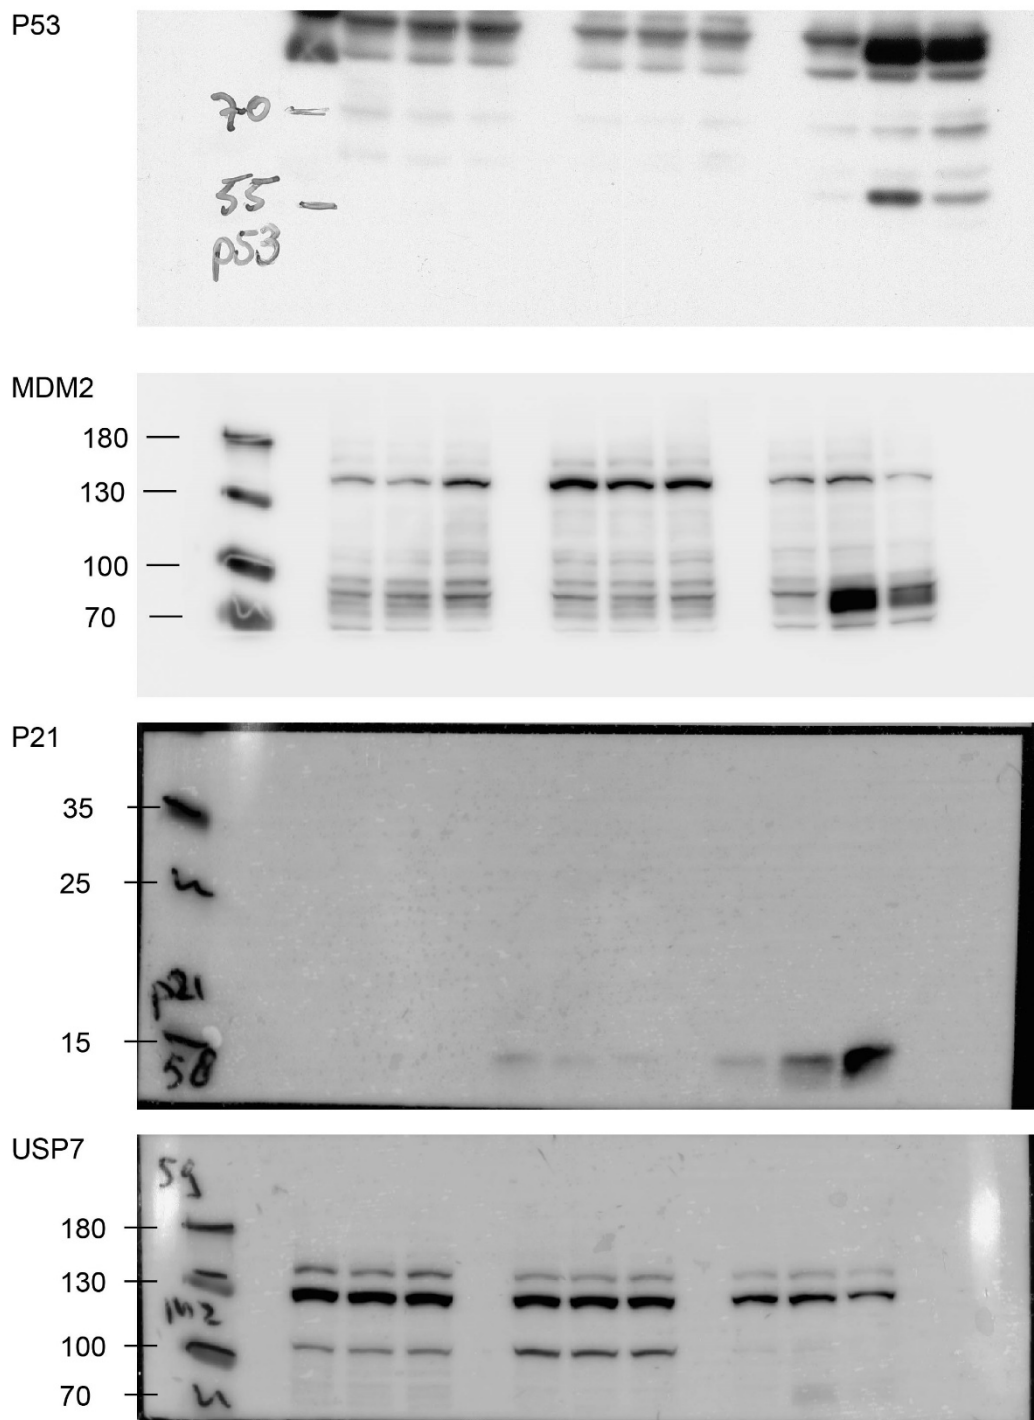

**Supplementary Fig. 14: Uncropped westernblot images related to Supplementary Fig 4e.**

**Movie 1: Live cell imaging of D2.OR Fucci cells plated in Matrigel.** D2.OR Fucci cells were plated in Matrigel. Time indicates time after plating. Images are a merge of brightfield, Fucci mKO2 (Red) and Clover (Green) taken every 3 hours.

**Movie 2: Live cell imaging of dormant D2.OR Fucci cells extracted from Matrigel and replated in 2D.** D2.OR Fucci cells were cultured in Matrigel for 4 days. Then, the cells were extracted from the Matrigel and replated on plastic  $\mu$ -ibidi dishes and imaged every 20 minutes for 3 days.

**Supplementary table 1.** Gene sets included in GSEA analysis comparing D2OR and D2A1 in 2D.

**Supplementary table 2.** Gene sets included in GSEA analysis comparing the interaction effect when comparing D2A1 and D2.OR in 2D and 3D.

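This table lists the gene sets tested on the interaction, with the size, the NES and the FDR of each, as the authors' preranked test gave them. The copy used here holds the first 1999 of its 4018 sets, so no overlap or enrichment was computed from it. The table for the 2D comparison holds 3992 sets, of which 1999 were used. In both, a positive NES means a higher rank at the D2.OR end of the list.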

# Supplementary material for: Breast cancer dormancy is associated with a 4NG1 state and not senescence
**Source:** NPJ Breast Cancer. 2021 Oct 27;7:140. doi: 10.1038/s41523-021-00347-0
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection

Data analysis FastQC v.0.11.4, Trimmomatic v.0.32, Python v.2.7.13, STAR v.2.5.3.a, GENCODE mouse release M15 (GRCm38), RSEM v.1.3.0, DESeq2 package for R software v.3.5.0, GSEA, v2.2.07, MSigDB v.7.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE172882 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172882>). These are associated with figures 1a, 3b-d, supplementary figures 1 and 9b.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For mice experiments: using pilot experiments it was determined that the coefficient of variation was <25%, suggesting that 5 animals would be enough (based on similar experiments done by others with a similar variation: Eckhardt, Mol Canc Res, 2005 / Johnstone, Dis Mod Mech, 2015). To account for potential animal loss, we included 1 extra animal per group. |
| Data exclusions | No data were excluded from the results.                                                                                                                                                                                                                                                                                                                                 |
| Replication     | All findings have been replicated in at least 3 biological repeats, unless otherwise mentioned in the figure legend. If technical repeats were taken along, it is indicated in the figure legend.                                                                                                                                                                       |
| Randomization   | Mice were randomly taken from their cage and injected with the two different cell lines.                                                                                                                                                                                                                                                                                |
| Blinding        | While sacrificing the animals, we were blinded for the cells that were injected as the mice were given a random number. Quantification of the sections for determination of the hepatic replacement area was also done in a blinded manner based on the animal numbers.                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Ki67 (ab16667, AbCam, 1:200), Cleaved-Caspase3 (9661, cell signaling Technology, 1:200), Anti-phospho-Histone H2A.X (Ser139) (clone JBW301, 05-636 Millipore, 1:1000), p-p70 S6 kinase (pS6K1)(Santa cruz, sc-8416, 1:100), LMNB1 (abcam, ab16048, 1:500), p27 (3698, Cell signaling technology, 1:800).<br>Anti-CDKN2A/p16INK4a ([EPR20418] (Abcam, ab211542)), Anti-Vinculin (hVIN-1 (Sigma Aldrich, V9131, 1:1000)), anti-USP7 (Bethyl Laboratories, A300-033A), anti-MDM2, clone 3G9 (Merck Millipore, 04-1530), anti-p53 clone 1C12 (Cell Signaling Technology), anti-p21, Clone F5 (Santa Cruz Biotechnology). |
| Validation      | All the used antibodies are commercially available and have been validated by the following manufactures: Millipore, Sigma-Aldrich, Cell Signalling Technology, Abcam, Bethyl Laboratories and Santa Cruz. Validation reports can be found on their websites using the catalog number indicated above. In addition, positive controls were taken along for Anti-phospho-Histone H2A.X (Hela cells treated with Etoposide), Ki67 (D2.OR cells growing in full serum in 2D), and a negative controls for LMNB1 (MCF7 cells Gamma irradiated --> become senescent and loose LMNB1).                                     |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                                                                              |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | Mouse mammary carcinoma cell lines D2A1 and D2.OR were obtained from Karmanos Cancer Institute (F.R. Miller)<br>Human breast cancer cells ZR-75-1 (in house) |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|

Mouse embryonic fibroblast (MEF) cells (in house)  
 Mouse melanoma cancer cells B16F10 (in house)  
 Human breast cancer cells MCF-7 (in house)  
 Human cancer cells Hela (in house)  
 Human kidney cells HEK293T (in house)

Authentication

None of the cell lines were authenticated

Mycoplasma contamination

All cell lines were routinely (bi-monthly) tested negative for mycoplasma

Commonly misidentified lines  
 (See [ICLAC](#) register)

NA

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Female BALB/c mice, aged between 8 and 12 weeks, were used exclusively.

Wild animals

NA

Field-collected samples

NA

Ethics oversight

All animal experimental protocols were approved by the animal welfare committee of the Leiden University Medical Center and the Dutch Animal Experiments Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

2D: Cells were collected and diluted to  $1 \times 10^6$  cells/mL suspension in 0.2% BSA in PBS. Thereafter,  $2 \times 10^6$  cells were incubated with Hoechst 33342 (1 mg/mL) (ThermoFisher Scientific, 62249) to stain the nuclei. After incubation in the dark for 30 minutes at 37°C, cells were collected in 200-500  $\mu$ L PBS and subjected to flow cytometry.  
 3D condition: Cells were stained with Hoechst 33342 (1 mg/mL) (ThermoFisher Scientific, 62249) for 30 minutes at 37°C in their dish. Thereafter, cells were extracted from Matrigel according to our self-optimized protocol in which every step is performed on ice and all tips/pipets/tubes are pre-coated with 2.5% BSA (Sigma Aldrich) in PBS to yield the highest number of living cells. The cells were washed two times with PBS, ice-cold Cell Recovery Solution (Corning) was added and cells were gently rocked 20 to 30 minutes on ice in order to dissolve the Matrigel. After dissolution was confirmed by microscopy, 1% BSA (Sigma Aldrich) was added to the cell suspension and cells were centrifuged (twice) (approximately 280g at 4°C) for 5 minutes. After discarding the supernatant, the cells were resuspended in 200-500  $\mu$ L 0.5% BSA (Sigma Aldrich) (and 1mM EDTA) in PBS and subjected to flow cytometry.

Instrument

Flow cytometry was performed on the BD LSR II machine and BD FACSDiva software, and sorts were performed on BD FACS Aria machines.

Software

Recordings were analysed using the FlowJo V10 software.

Cell population abundance

-

Gating strategy

For all sorts and analyses, gating started by selecting live cells using a SSC-A/FSC-A gate. Then single cells were identified using a FSC-A/FSC-H gate. mKO2 (PE-A), Clover (Alexa Fluor 488-A), and Hoechst (Pacific Blue-A) were then used to identify indicated populations. A gating example is given in Supplementary Figure S6c.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

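RNA-seq libraries of the mouse mammary tumor cell lines D2A1 and D2.OR were analysed, each grown for 7 days in 2D or in 3D (Matrigel on top), with 3 replicates in each of the 4 groups and 12 libraries in all. The sample labels give each replicate a batch number equal to its replicate number and 1 sequencing lane per batch. Labels and paper gave the same condition for every library, and no library was left unmapped.

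The authors trimmed the reads with Trimmomatic, aligned them with STAR to GRCm38 with the GENCODE M15 annotation, and quantified each library with RSEM. The deposited file of each library holds an expected count per gene, which is not normalized and need not be whole, since RSEM divides a read that fits several genes. The deposited TPM and FPKM values were computed by the authors with RSEM from these counts, normalized for gene length and library size, and keep no depth. FPKM values were not used here. A table of the whole series holds the same TPM values, with a largest difference of 0.0 from the library files. No column of that table lacked a sample. The steps before RSEM, such as the trimming and any filter on reads, are already in the files and could not be varied.

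The expected counts were rounded to whole numbers, and the value was not whole for 10.7% to 11.8% of the genes of a library. Library totals ranged from 47589611 to 73325069, with a median of 61747126. The common biological coefficient of variation was 21.2%. The 10 most abundant genes took 4.26% to 5.72% of the counts of a library. Genes at 3 counts or fewer in every library of a group were treated as being at the floor, and their fold changes are given as lower bounds.

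The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, edgeR's filter on low counts (16823 of 52550 genes kept), a term for each of the 4 groups and a block for the batch. All 12 libraries entered the fit, so that the spread was estimated over the 4 groups. The contrasts were D2.OR against D2A1 in 2D and in 3D, 3D against 2D in each cell line, and the interaction of cell line and culture. P-values were adjusted by the Benjamini-Hochberg method, or by Bonferroni where the rule in the legend of Fig. 1a was applied. CPM values are TMM-normalized, and values on a log2 CPM scale use a prior count of 2.

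The replicate numbers pair the libraries, because the labels give the batch and the paper's model includes it. As a check, the correlation of the deviations from the group means was 0.08 to 0.51 (median 0.265) over the 18 pairs of libraries with the same number and had a median of -0.2 over pairs with different numbers. Pairs of replicate 2 with replicate 3 were all positive, from 0.02 to 0.3. D2A1 3D replicate 2 had 0.3 with D2.OR 3D replicate 3, against 0.17 with D2.OR 3D replicate 2. The check thus sets batch 1 apart but does not settle the pairing of replicates 2 and 3. In the same fit, 1140 genes differed between batch 2 and batch 1, and 1359 between batch 3 and batch 1.

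Gene sets were tested with fgsea 1.28.0 on genes ranked by the negative log10 of the p-value with the sign of the log2-fold change, as the paper's methods describe. The Reactome sets supplied with fgsea stood in for the MSigDB sets, which were not used here. Reactome sets of at least 30 tested genes were kept, and the lists below were tested whatever their size. The members of the published dormancy, senescence and SASP signatures were not used here either. Hand-written lists took their place (dormancy, senescence, SASP, DNA replication, fatty acid oxidation, alcohol and retinoid metabolism, lysosome, keratins and cornified envelope, chemokines and cytokines, and cell migration and adhesion), with the S phase and G2/M lists of Seurat and the cytosolic ribosomal protein genes by symbol. All were fixed before the data were examined, and all their symbols matched a gene of the files. A list of 27 p53 targets, used only in the closing section, was written after the Trp53 values were seen and before its own test was run.

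The genes named follow a rule fixed with the lists. They are those named in the paper, the 5 genes with the largest rise and the 5 with the largest fall past the threshold in the 2D comparison and in the interaction, with the same direction in all batches and at least 10 CPM in a group, and the 3 genes of each list with the smallest p. Sstr2, Aldh1a1, Isg15 and Cdkn2b were added after their values were seen.

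The alternatives were a fit without the batch block, DESeq2 1.42.0 with its likelihood-ratio test, limma 3.58.1 on log2(TPM + 1) and on log2(TPM + 0.1), DESeq2's size factors or the library total alone in place of TMM, no filter on low counts, at least 10 counts in every library, only the 6 libraries of the groups compared, and each batch or library left out in turn. For gene sets they were ranking by log2-fold change or by the signed root of the F statistic, DESeq2 p-values in the ranking, camera with a preset correlation of 0.01, fry, and sets of at least 15 genes. All were listed with them, apart from the tests of the S phase, G2/M and interferon sets within each cell line.

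The test was tried on simulated counts drawn from the means, batch differences, dispersions and library sizes of the real libraries. Of 200 genes changed by known amounts, 94 were recovered (47%) over 16481 genes, with 2 unchanged genes called. Of 200 random gene sets, fgsea called 0 and fry called 3. Each gene was drawn independently, and the batch differences were the same in all groups. The simulated sets therefore held no correlation between genes beyond shared batch differences. They cannot show how often fgsea calls sets of correlated genes, such as those of the real libraries. Coordinates are those of GRCm38 as given in the files. The assignment to intrinsic breast cancer subtypes, which needs a classifier, was not repeated here.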

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

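The tests of the Trp53 region, pseudogene and library labels, of the paralog of Aldh1a7, of the direction within D2.OR, and of single batches were chosen only after the result was seen. The division of the interferon length and GC test by cell line, and its lower limit on the variance removed, were chosen then too. The p53 target test and the other length and GC tests were written before their results.

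Chst1, Sstr2, Aldh1a7 and Dnajc22 were singled out because the test of the interaction found a difference between the cell lines in their response to 3D culture, with log2 values of 3.18, 3.70, 7.21 and -2.27. Chst1, Sstr2 and Aldh1a7 fell in D2A1 and rose in D2.OR, and Dnajc22 fell in D2.OR. Chst1 passed the threshold in 17 of 22 alternatives, Sstr2 and Aldh1a7 in 10 of 22, and Dnajc22 in 11 of 23. For Aldh1a7, reads shared with the neighboring paralog could contribute, since Aldh1a1 moved the same way by 6.05. A response of each gene of its own and shared reads cannot be told apart with gene counts. Both genes had most of their expression in batch 1.

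The G2/M list, with an NES of -2.72, was singled out because the interaction test found a difference between the cell lines. The tables argue against a fall of these transcripts in D2.OR in 3D, where the NES was 2.01. They argue against a single batch as the only source, because the largest adjusted p with a batch left out was 2.1e-05 (fgsea), and against gene length or GC content, because the NES was -2.66 after those trends were removed. That removal took 4% of the variance of the ranking. The pattern is in line with a larger rise of cell cycle transcripts in D2A1 than in D2.OR. Still open is how far it stands apart from the spread between batches, since 4 of 10 splits of the libraries, the real one included, gave a score as far from 0. Whether the rise reflects more cycling cells was not tested with these libraries. For D2.OR, the paper found no KI67-positive cells in 3D and nearly all cells in G0/G1 with its reporter. More cycling D2.OR cells in 3D were thus not seen in its experiments.

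The cytosolic ribosomal protein list, with an NES of -3.38, was singled out in the same way. Length and GC content may affect short genes such as these, but the NES was -3.24 after the correction, which argues against them as the source. The scores of 2 of 10 splits, the real one included, lay as far from 0. The mean change of the list in D2.OR was -0.51, -0.07 and 0.07 in batches 1, 2 and 3, so a fall there rests mostly on batch 1. In D2A1 it was 0.19, 0.46 and 0.47. A biological difference in growth between the cell lines in 3D remains a hypothesis, and was not tested.

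Trp53 was singled out as a signal in a gene whose transcript level the paper does not discuss in its RNA-seq data. In 2D it had 1821 ± 375 CPM in D2.OR and 16.3 ± 2.04 CPM in D2A1 (SD, n = 3), a log2-fold change of 6.80 (standard error 0.21, edgeR adjusted p = 6.77e-08). The lowest D2.OR library was 53.3 times the highest D2A1 library, which argues against a mislabelled library. The 36 tested genes within 300 kb had a median log2-fold change of -0.18, which argues against a gain of the whole region, although 4 of them rose by more than 2. The nearest on either side, Wrap53 and Atp1b2, had -0.66 and 0.83, which argues against a narrower gain that reaches them. A gain of Trp53 alone was not tested. The annotated pseudogene had 0 counts, which argues against counts divided with it, although reads from it that RSEM gave to Trp53 would not be seen. Active p53 could raise its targets, but the 27 targets had an NES of 1.06 (fgsea, adjusted p = 0.378). With fry the list passed (adjusted p = 0.000863), with 10 targets higher and 6 lower. Active p53 therefore cannot be told apart from no activity with these transcript data alone, and a sequence variant was not tested. The paper detected no p53 protein in either cell line by immunoblot. In its experiments, Nutlin-3, which stabilizes p53, raised neither p21 nor MDM2 in them. From this the paper proposes that neither cell line has functional p53.

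Interferon signaling was singled out as a signal in genes outside those the paper discusses. The Reactome set of 106 genes was lower in 3D in both cell lines, with an NES of -2.58 in D2.OR (fgsea, adjusted p = 1.55e-14) and -2.69 in D2A1 (fgsea, adjusted p = 6.24e-17). With fry the adjusted p was 0.165 in D2.OR and 0.0432 in D2A1, the highest over 9 alternatives in each. The highest mean change in a batch of either cell line was -0.18, which argues against a single batch as the source. In D2A1 the NES was -2.80 after the length and GC correction, which removed 4.59% of the variance of the ranking and argues against those trends there. In D2.OR the NES was -2.59 after it, but only 0.29% was removed, so the correction tested little and a length or GC trend stays open there. A difference between the cell lines was not detected (interaction NES 0.70, fgsea, adjusted p = 1), and the interaction of the set was -0.30, 0.33 and 0.48 in batches 1, 2 and 3. The Matrigel and its removal differ between 2D and 3D together, and cell density, which was not measured here, may differ too. The paper's methods describe the 2D medium in 2 ways, so it is not clear whether it matched the 3D medium. A response to culture and an effect of the procedure were therefore not separated.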

How the results depend on the processing

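All alternatives were planned, apart from those on the S phase, G2/M and interferon sets within a cell line, which are tests chosen only after the result was seen. The cause was not tested for the changes below, except where an alternative uses fewer libraries or genes.

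The fit without the batch, as the replicate block, changed some counts and left others. With no replicate block, the interaction gave 0 genes (2231 at an unadjusted p under 0.05), 3D against 2D gave 20 in D2.OR and 52 in D2A1, and the 2D Reactome count was 79. Without the block, Chst1, Sstr2, Aldh1a7, Dnajc22, Cdt1 and the 2D chemokine list also lost their call, and no other gene or list named in the text changed its call. Of the 892 genes of the legend's rule, 652 stayed, and of the 131 sets in 2D, 78 stayed.

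With DESeq2, the counts were 953 for the interaction, 1174 for 3D in D2.OR, 3512 for 3D in D2A1 and 3485 for the legend's rule. Without a filter they were 96, 415, 1117 and 1376. With limma on log2(TPM + 1) and log2(TPM + 0.1), the interaction gave 13 and 9 genes, and the latter gave 1135 for 3D in D2A1. With at least 10 counts in every library, 3D in D2.OR gave 159. With only the 6 libraries compared, 3D in D2.OR gave 809, 3D in D2A1 gave 15 and the legend's rule 169. With Benjamini-Hochberg adjustment and the fold and batch rules, 6093 genes differed, 3292 higher and 2801 lower.

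Leaving out 1 batch or library gave from 4227 to 9062 genes in 2D, 103 to 877 by the legend's rule, 0 to 2999 for the interaction, 0 to 1412 for 3D in D2.OR, 0 to 6120 for 3D in D2A1, and 5273 to 9581 between the cell lines in 3D. The adjusted p of the SASP list (fgsea) ranged from 3.45e-06 to 0.177 and the number of 2D Reactome sets from 78 to 191.

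The scaling moved the direction of calls. With the library total alone, 38.6% of the 2D genes were higher in D2.OR against 51% with TMM, 52.9% against 64.8% by the legend's rule, 68.7% against 51.6% for 3D in D2.OR, and 36.4% against 66.4% for the 2D Reactome sets. With limma, 41% and 41.8% of the 2D genes were higher, 25.6% and 27.6% for 3D in D2A1 against 39.2%, and 65.4% for 3D in D2.OR on log2(TPM + 0.1).

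For gene sets, ranking by log2-fold change gave 132 sets for the interaction, 3 for 2D and 2 of 5 lists in 2D, and left out 1 set for which fgsea gave no p. For 2D, the signed root of F gave 86, DESeq2 p-values 36, camera 30 and fry 197. With fry, 1 interaction set and 0 of 10 lists passed (3 lists at an unadjusted p under 0.05), with an adjusted p of 0.196 for the SASP list and 0.145 for the dormancy list. The SASP list also lost its call with at least 10 counts in every library (fgsea, adjusted p = 0.142). On the interaction, the senescence list passed in none of 11 alternatives, whereas in 2D it passed in 10 of 11.

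Reversed log2-fold changes in 2D all had an adjusted p over 0.05. Lmnb1 was -0.07 with each limma fit, -0.15 with the library total and from -0.45 to 0.76 with a batch or library left out, where it passed at 0.76 without replicate 1 and at 0.68 without D2A1 2D replicate 1. H2afx was -0.09, -0.12 and from -0.20 to 0.21 in these fits. Cdk6 was -0.02 with each limma fit, and Cdkn1a ranged from -0.34 to 0.51 over the leave-outs, below 0 in 3 of them. Among other genes and sets, 1776 values kept their direction and side of the threshold, 120 became stronger and 121 weaker. Some genes at the floor have no value with at least 10 counts.

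With the real grouping, each of the 6 gene counts was the largest of 10 splits of the libraries, the real one included, and the other splits gave at most 1 gene (73 to 3042 at an unadjusted p under 0.05). With 10 splits, the share cannot go below 0.1. In the comparisons of the cell lines, each other split put both cell lines into each group. Their difference then counted as spread within the groups, so low gene counts there followed from the design. The gene counts of these splits thus cannot show what chance alone would give. Only 4 of the 10, the real one included, put the paired libraries of every batch on opposite sides. Of these 4, only the real one reached each of the 6 gene counts, and 3 reached the 2D Reactome count. For Reactome sets, 1 of 10 splits reached the interaction count, with 29 to 256 sets in the others, and 7 of 10 reached the 2D count, with 52 to 289. For the lists, 1 of 10 reached the interaction count and 2 of 10 the 2D count.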

Differences from the paper's values

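No tests of causes belong to this part, and none of the alternatives named here was chosen only after the result was seen.

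The paper's number of genes that differ in 2D is 1619, with 1097 up and 522 down in D2.OR. Here the numbers were 892, 578 and 314. Of the alternatives set before the data were examined, no filter on low counts came within 1.5 times of the paper's value for all 3, with 1376, 909 and 467, all of them still lower. For the lower genes, limma on log2(TPM + 1) with 357, limma on log2(TPM + 0.1) with 415 and the library total with 432 came within it too. None of these reached the paper's numbers. The likelihood-ratio test of DESeq2, which the paper's methods name, gave 3485 and did not.

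For gene sets, a gap is called closed where the NES lies within the SD over the 3 fits that each left out a batch. These 3 fits share libraries, so this SD is not a sampling spread, and the fit without replicate 1 is one of them. The paper's sets came from MSigDB, which was not used here, so members may differ. A closed gap is therefore only a rough guide. The paper's NES for Translation is -2.72, against -3.32 here, and the fit without replicate 1 closed the gap (-2.92). For Cellular Senescence the paper's value is -1.57, against -2.17 here, and no alternative closed it. For the SASP set the paper's value is -1.64, against -2.01 here, and ranking by log2-fold change closed it (-1.65). For signaling by insulin receptor the paper's value is 2.09, against 2.01 here, and the signed root of F (2.12) and the library total (2.07) closed it. For iron uptake and transport the paper's value is 1.75, against 2.09 here, and ranking by log2-fold change (1.67) and the fit without replicate 1 (1.89) closed it.

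For 2D, the paper's NES values are 1.64 for GPCR ligand binding, 1.61 for Class A receptors and 1.59 for semaphorin interactions, against 2.08, 2.02 and 2.11 here, and no alternative came within the SD of 0.05, 0.01 and 0.01. The nearest were 1.77 and 1.63 with DESeq2 p-values in the ranking for the receptor sets, and 1.54 with ranking by log2-fold change for semaphorin interactions. For cell-cell junction organization the paper's value is 1.60, against 1.84 here, and ranking by log2-fold change closed it (1.54). For extracellular matrix organization and integrin interactions the paper's values are 1.37 and 1.19, against 2.09 and 1.92 here, and DESeq2 p-values in the ranking closed both (1.36 and 1.28).

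The paper states that the enriched categories in 2D were up in D2.OR. Here 44 of 131 Reactome sets had a negative score. The negative sets were 6 of 36 with DESeq2 p-values in the ranking, 17 of 105 with at least 10 counts in every library, 13 of 78 without replicate 1, 93 of 191 without replicate 3, 32 of 197 with fry and 117 of 184 with the library total.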

Other observations

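The values here are transcript levels of genes that the paper measured as protein or by PCR, and none of the tests below was chosen only after the result was seen.

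Cdkn2a had 246 CPM in D2A1 and 142 CPM in D2.OR in 2D (log2-fold change -0.81, edgeR adjusted p = 0.000158), with 207 and 119 CPM in 3D. Cdkn1b went from 86.1 CPM in 2D to 71.3 CPM in 3D in D2.OR (log2-fold change -0.27, edgeR adjusted p = 0.504). Lmnb1 went from 69.6 to 93.1 CPM in D2.OR (log2-fold change 0.43, edgeR adjusted p = 0.573) and from 66.4 to 148 CPM in D2A1 (1.12, adjusted p = 0.0858). Mki67 went from 200 to 272 CPM in D2.OR (log2-fold change 0.47, edgeR adjusted p = 0.497) and from 139 to 331 CPM in D2A1 (1.16, adjusted p = 0.0687). Mdm2 was higher in D2.OR in 2D (log2-fold change 0.41, edgeR adjusted p = 0.00227), and Cdkn1a had 0.20 (edgeR adjusted p = 0.566).

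Preranked enrichment gave many sets also when the libraries were split without regard to the groups. For the 2D Reactome sets, 7 of 10 splits gave as many sets as the real one, the real one included. Each split other than the real one puts libraries of both cell lines on each side, in unequal numbers. It thus keeps part of the cell line difference, so the splits cannot show whether chance alone could give a count of this size. For single lists on the interaction, splits as far from 0 as the real one numbered 5 of 10 for the S phase and SASP lists, 3 for the dormancy and fatty acid lists and 1 for the lysosome list, the real one included. On the 2D ranking they numbered 4 of 10 for the senescence list and 6 for the dormancy list. For the migration, keratin and chemokine lists only 1, the real one, did so.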
